# Plasticity of histone modifications around Cidea and Cidec genes with secondary bile in the amelioration of developmentally-programmed hepatic steatosis

**DOI:** 10.1038/s41598-019-52943-7

**Published:** 2019-11-19

**Authors:** Jeenat Ferdous Urmi, Hiroaki Itoh, Keiko Muramatsu-Kato, Yukiko Kohmura-Kobayashi, Natsuyo Hariya, Divyanu Jain, Naoaki Tamura, Toshiyuki Uchida, Kazunao Suzuki, Yoshihiro Ogawa, Nobuaki Shiraki, Kazuki Mochizuki, Takeo Kubota, Naohiro Kanayama

**Keywords:** Non-alcoholic fatty liver disease, Nutrition

## Abstract

We recently reported that a treatment with tauroursodeoxycholic acid (TUDCA), a secondary bile acid, improved developmentally-deteriorated hepatic steatosis in an undernourishment (UN, 40% caloric restriction) ***in utero*** mouse model after a postnatal high-fat diet (HFD). We performed a microarray analysis and focused on two genes (Cidea and Cidec) because they are enhancers of lipid droplet (LD) sizes in hepatocytes and showed the greatest up-regulation in expression by UN that were completely recovered by TUDCA, concomitant with parallel changes in LD sizes. TUDCA remodeled developmentally-induced histone modifications (dimethylation of H3K4, H3K27, or H3K36), but not DNA methylation, around the Cidea and Cidec genes in UN pups only. Changes in these histone modifications may contribute to the markedly down-regulated expression of Cidea and Cidec genes in UN pups, which was observed in the alleviation of hepatic fat deposition, even under HFD. These results provide an insight into the future of precision medicine for developmentally-programmed hepatic steatosis by targeting histone modifications.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is a hepatic manifestation of metabolic syndrome with a global prevalence of 24%, including South America and the Middle East, followed by Asia, the USA, and Europe^1–3^. Evidence to support the relationship between nutritional imbalances in the early developmental period and a predisposition for NAFLD in later life is increasing^4–9^. Sandboge *et al*. examined 1587 aged participants from the Helsinki Birth Cohort Study and showed that birth and childhood body sizes were negatively associated with NAFLD outcomes and also that individuals who had been small in early life and obese as adults were at the highest risk of developing NAFLD^6^. Faientza *et al*. reported that NAFLD was detected in 34.8% of children who were born as small for gestational age (SGA), but not in those born as appropriate for gestational age^7^. Alisi *et al*. showed that SGA was present in 38.9% of children complicated with NAFLD and in 6.7% of uncomplicated children^8^. Moreover, Bugianesi *et al*. found that a low birthweight increased the likelihood of severe steatosis in pediatric NAFLD^4^. Ours and previous studies demonstrated that maternal global nutrient restrictions primed the deterioration of hepatic steatosis in adulthood in ovine^10^, rat^11^, and mouse^12^ offspring. Collectively, the findings of human cohorts and animal studies support the concept that undernourishment (UN) *in utero* primes the risk of augmented hepatic fat deposition in later life, particularly with an obesogenic diet. However, the underlying mechanisms remain unclear. Alisi *et al*. recently demonstrated the importance of pre- and postnatal environmental monitoring for protection against NAFLD^9^; however, specific therapeutic strategies have not yet been established, particularly after the progression of NAFLD originating from nutritional imbalances during early life.

We established mouse models of UN *in utero* by maternal caloric retraction and developing the phenotypes of various non-communicable diseases^12–16^, and subsequently demonstrated that treatments with the hydrophilic secondary bile acid tauroursodeoxycholic acid (TUDCA), an endoplasmic reticulum (ER) stress alleviator, markedly ameliorated developmentally-deteriorated hepatic steatosis^12^. The TUDCA treatment was only effective for pups with UN *in utero*. A previous study reported that a treatment with TUDCA improved many acute and chronic diseases^17^; however, the underlying mechanisms have not yet been elucidated.

In the developmental origins hypothesis, epigenetic modifications, such as DNA methylation and histone modifications, are considered to play critical roles in mediating how the early life environment impacts on later health and susceptibility to non-communicable diseases^18,19^. Moreover, increasing evidence has revealed the extensive involvement of epigenetic modifications in the pathophysiology of NAFLD^20,21^.

Therefore, we hypothesize that (1) UN *in utero* may epigenetically program the expression of some genes, by DNA methylation and/or histone modifications, in the process of the deterioration of hepatic steatosis in offspring in a mouse model of UN *in utero* under an obesogenic diet, and (2) a treatment with TUDCA remodels these epigenetic modifications, concomitant with the amelioration of advanced hepatic steatosis originating from UN *in utero*, as an example of epigenetic plasticity in the developmental programming of specific genes.

To prove these hypotheses, we investigated genetic profiles in the liver using a microarray analysis and epigenetic regulation by methyl-binding domain (MBD) protein sequencing and chromatin immunoprecipitation (ChIP) assays.

## Results

### Deterioration of hepatic steatosis by UN *in utero* under the obesogenic diet

UN induced a significant deterioration in hepatic steatosis after HFD (cohorts 2 and 3), but not before HFD (cohort 1) (Fig. 1 and Supplementary Fig. S1A–K). The administration of TUDCA significantly ameliorated hepatic steatosis for UN *in utero* only (Figs 1C, 2A). Figure 2 shows increases in LD sizes along with the deterioration after HFD, and the restoration of their size after the administration of TUDCA. These results were consistent with our previous findings^12^.

**Figure 1:**
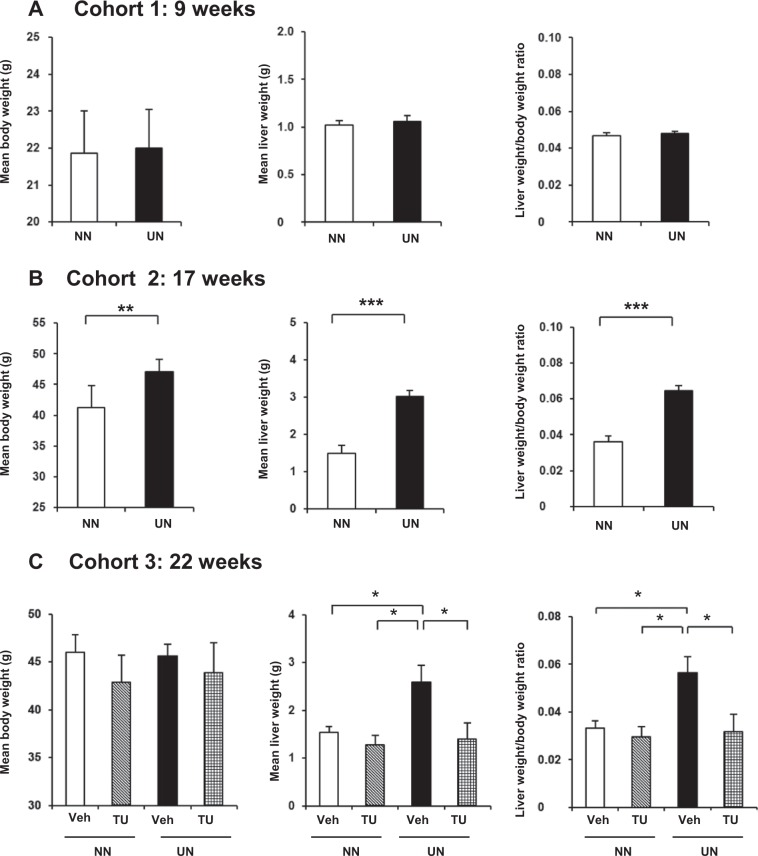
Liver and body weight changes by HFD simulating hepatic steatosis. Data are expressed as means and error bars indicate standard deviations (SD) in cohort 1 (**A**), cohort 2 (**B**), and cohort 3 (**C**). Significant differences were observed using the Student’s *t*-test (**A,B**) or Steel-Dwass test (**C**) (p* < 0.05, p** < 0.01, p*** < 0.001).

**Figure 2:**
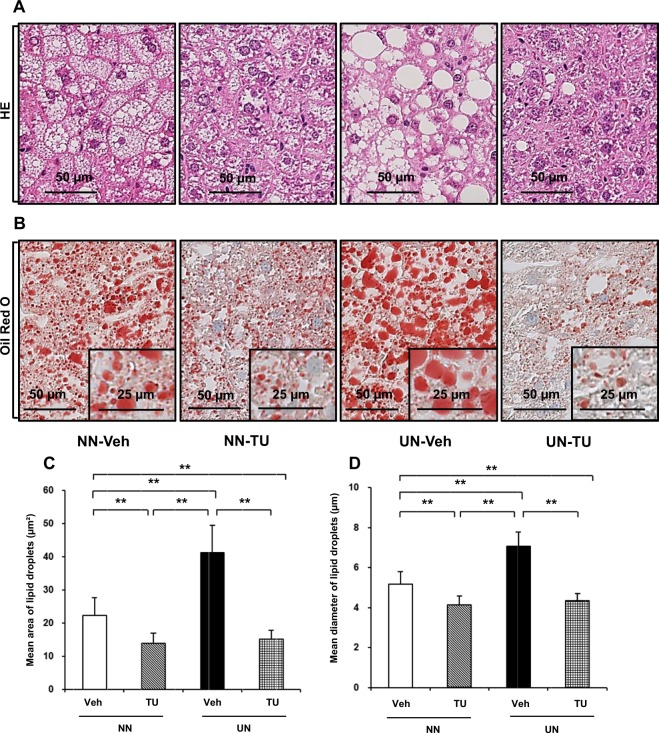
Enlargements in LD are consistent with the deterioration of hepatic steatosis and restoration with TUDCA in cohort 3. Under ×40 magnification; (**A**) HE stain, (**B**) Oil Red O stain (inset with ×80 magnification), (**C**) mean area of LD, (**D**) mean diameter of LD with error bars indicating SD. Significance is stated as p** < 0.01 calculated by the Steel-Dwass test.

### Changes in gene expression profiles with or without the TUDCA treatment

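The arrays asked which liver transcripts differ between male offspring of undernourished dams (UN) and of normally nourished dams (NN), before and after a high-fat diet (HFD), and which of them are altered by tauroursodeoxycholic acid (TUDCA), a bile acid that relieves stress of the endoplasmic reticulum. UN dams received 40% fewer calories in late pregnancy. Cohort 1 gave 3 NN and 3 UN livers at 9 weeks, before HFD. Cohort 2 gave 4 NN and 4 UN livers at 17 weeks, after 8 weeks of HFD. Cohort 3 gave 4 livers each of NN-Veh, NN-TU, UN-Veh and UN-TU at 22 weeks, after 5 further weeks of HFD with vehicle or with TUDCA at 0.5 g/kg/day. Each of the 30 animals gave total RNA for its own Affymetrix mouse gene array, and no animal was sampled more than once, so that age, diet and cohort change together between cohorts. The authors deposited normalized log2 signals made with Affymetrix Expression Console. These signals lay between 1.10 and 12.89, with array medians between 4.11 and 4.25. For each comparison limma was fitted to 25335 probe sets named by a gene, within the cohort or cohorts compared. Differences are log2 fold changes with their standard error (SE), and p was adjusted by Benjamini-Hochberg over these probe sets. The study's thresholds, a linear fold change of 2 either way and an unadjusted p under 0.05, here the p of limma in place of the methods' ANOVA, were counted beside an adjusted p under 0.05. The UN array of 17 weeks of replicate 14 had a median correlation of 0.837 with the other arrays, against 0.958 for UN replicate 13 of 17 weeks and 0.977 to 0.985 for the rest, and values without it stand beside those of comparisons whose fit holds it. The number of arrays limits the precision of every value.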

To examine the entire genetic profile, we performed a microarray analysis of all 3 cohorts (at the end of 9, 17, and 22 weeks). A total of 34,472 genes were expressed among all groups. 

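At 9 weeks, before HFD, few transcripts passed the study's thresholds between the livers of UN and NN offspring, and no difference was established. Foxq1, a forkhead transcription factor, was lower in UN by a log2 fold change of -1.30 (SE 0.26). Cish, an inhibitor of cytokine signalling that growth hormone induces, was lower in its dimmer probe set (-1.43, SE 0.30) and had -0.20 (SE 0.16) in the probe set with the higher mean, which did not pass the thresholds. The cytochrome P450 pseudogene Cyp2c53-ps was higher (1.62, SE 0.45), as was a probe set shared by Snord68 and the ribosomal protein gene Rpl13 (1.02, SE 0.43). None of the 4 passed an adjusted p under 0.05 (each adjusted p = 1.00, limma), and Cish and the shared probe set were named after their values were seen. At 17 weeks, after HFD, 67 probe sets passed the study's thresholds, 20 higher and 47 lower in UN. The steroid dehydrogenase gene Hsd3b5, male-biased in mouse liver, was lower by -3.76 (SE 0.55) and the organic anion transporter Slco1a1 by -2.05 (SE 0.51). The Hsd3b5 signal in UN was dim, between 2.83 and 4.44, so that the size of its difference is uncertain. The acute-phase gene Orm3 was higher by 1.44 (SE 0.22) and the iron-binding acute-phase gene Lcn2 by 1.29, with an adjusted p = 0.722 for each of these genes. Without replicate 14, Hsd3b5 was lower by -3.57 and Slco1a1 by -1.51, and Orm3 and Lcn2 were higher by 1.47 and 1.68. Among 17 male-biased liver genes 6 were lower at the study's thresholds, none passed an adjusted p under 0.05, 7 had an unadjusted p under 0.05 and 2 passed when adjusted over the list alone (6 and 3 without UN replicate 14 or 13, and 1 without NN replicate 7, 8 or 10). The list's median was -0.99 (-0.27 without replicate 14), and camera gave an adjusted p = 2.6e-06, and 0.757 with an estimated correlation. Lower values were not particular to this list. Of 28 lists camera passed 4 up and 11 down. Those down included hepatocyte markers (median -0.71, camera adjusted p = 3.57e-04) and housekeeping genes (median -0.55, camera adjusted p = 0.0225). In both cohorts 0 probe sets passed an adjusted p under 0.05 in limma. An unadjusted p under 0.05 was found for 913 at 9 weeks and 760 at 17 weeks, both fewer than this cut-off gives by chance. At an adjusted p under 0.05 the methods' ANOVA also gave 0 in each cohort. Counts below chance do not exclude changes hidden by the adjustment. In simulated data of 17 weeks, limma at an adjusted p under 0.05 recovered 42 of 100 genes changed by a log2 value of 1. With array weights the adjusted p of Cidea at 17 weeks was 0.0104 in limma. The 4 probe sets of 9 weeks became 12, 17 and 15 without NN replicate 1, 2 or 3 and 11 without UN replicate 4. The 67 of 17 weeks became 31, of which 15 were higher, without UN replicate 14. They became 41 and 40 without NN replicate 7 or 8, and 299 and 262 without UN replicate 11 or 12. Quantile normalization repeated over the arrays left 26 higher and 30 lower at 17 weeks.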

The microarray analysis of cohorts 1 and 2, before and after starting HFD, revealed that 8 and 82 genes were differentially expressed, respectively (Linear fold change ≤−2 or ≥2 fold, ANOVA p < 0.05, UN-Veh vs. NN-Veh) (Supplementary Table S1). Similarly, in cohort 3 at 22 weeks, we examined 53 genes (Linear fold change ≤−2 or ≥2 fold, ANOVA p < 0.05, UN-Veh vs. NN-Veh) shown with a Volcano plot (Fig. 3A). 

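At 22 weeks under HFD, Orm3, Apoa4, Cidea and Cidec were among the genes that rose and Sult1e1 and Zbtb16 among those that fell in the livers of UN-Veh against NN-Veh. The acute-phase gene Orm3 rose by 1.69 on the log2 scale (SE 0.21, adjusted p = 0.00107, limma, 4 animals per group), and Apoa4, which encodes an apolipoprotein of secreted lipid particles, rose by 1.41 (SE 0.19, adjusted p = 0.0017). Sult1e1, the estrogen sulfotransferase, fell by 1.94 (SE 0.25, adjusted p = 0.00151) and the zinc finger transcription factor Zbtb16 by 1.75 (SE 0.21, adjusted p = 0.00107). In all, 26 probe sets were higher and 15 lower at the study's thresholds. At an adjusted p under 0.05, 79 rose and 27 fell, and with quantile normalization repeated 59 rose and 41 fell. The methods' ANOVA gave 15 in place of these 106, and a fit of all 30 arrays gave 4. The 106 became 24, 31, 37 and 67 without NN-Veh replicate 15, 16, 17 or 18, and 27, 20 and 36 without UN-Veh replicate 24, 25 or 26. All 20 measured genes of fatty acid synthesis were higher in UN-Veh, led by Pklr, the liver pyruvate kinase (0.85, SE 0.19, adjusted p = 0.0502), and the fatty acid synthase gene Fasn (1.06, SE 0.25, adjusted p = 0.0666). None of these 20 passed an adjusted p under 0.05 (2 without UN-Veh replicate 23, Fasn among them), and 12 had an unadjusted p under 0.05, the same number as passed when adjusted over the list alone. Of 27 genes of lipid droplets and triglyceride storage 5 rose (10 when adjusted over the list alone), which became 1 without NN-Veh replicate 15 or 16 or UN-Veh replicate 25 and 2 without replicate 17, 24 or 26. Of 13 fatty-liver targets of PPARG, a lipid-inducing nuclear receptor, 4 rose (7 when adjusted over the list alone), and 2 without any 1 of these 6 arrays. Both of these lists hold the Cide genes that the study chose from these arrays, which is not independent evidence. In camera the adjusted p was 5.8e-12 for fatty acid synthesis, 6.97e-10 for lipid droplets and 1.67e-08 for PPARG targets. With an estimated correlation none of the lists held (adjusted p = 0.311 for fatty acid synthesis and for PPARG targets, 0.213 for lipid droplets). Cohorts 2 and 3 share no animals, and 8 genes were higher in UN past the study's thresholds in both, namely Cidea, Cidec, Cyp2b13, Ly6d, Orm3, Rgs16, Sprr1a and Themis, against 0.0205 expected if the calls were unrelated. Another 6 were lower in both (0.0278 expected). Both expectations take all probe sets as equally likely to be called and as independent. Genes that vary more, or vary together, are called together more often in any grouping, so that these expectations are too low. Without replicate 14 of cohort 2 these numbers were 9 and 4. The 8 became 5 without NN replicate 7 or UN replicate 11 or 12 of 17 weeks, and the 6 became 3 without NN replicate 9.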

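TUDCA was followed by higher transcripts of cholesterol synthesis and a lower transcript of bile acid synthesis in NN and in UN livers. Sqle, the squalene epoxidase of cholesterol synthesis, rose by 2.19 on the log2 scale in NN-TU (SE 0.22, adjusted p = 4.62e-05, limma) and by 1.77 in UN-TU (adjusted p = 5.95e-04) against the vehicle group of the same offspring. The mevalonate kinase gene Mvk rose by 0.92 (SE 0.12, adjusted p = 7.94e-04) and 0.69 (adjusted p = 0.00931). Cyp7a1, which encodes the first enzyme of the classic route from cholesterol to bile acids, fell by 3.51 in NN-TU (SE 0.33, adjusted p = 2.45e-05) and by 2.84 in UN-TU (adjusted p = 2.45e-04). In NN-TU, Sult1e1 fell by 1.93 (SE 0.25) and the uridine phosphorylase gene Upp2 by 1.57 (SE 0.26, adjusted p = 0.00457). Neither passed in UN-TU (0.13 and -0.77, adjusted p = 0.91 and 0.25, limma). The falls of Sult1e1 in UN-Veh and in NN-TU are both against the same NN-Veh livers, so that a chance value in these livers moves both in the same direction. In UN-TU, Orm3 fell by 2.08 (SE 0.21, adjusted p = 3.67e-05), the T-cell signalling gene Themis by 1.93 (SE 0.19, adjusted p = 3.67e-05) and the cell-cycle kinase gene Wee1 by 1.65 (SE 0.26, adjusted p = 0.00657), while Slco1a1 rose by 2.62 (SE 0.45, adjusted p = 0.0104). Of these, Themis fell in NN-TU too, by 1.12 (SE 0.19, adjusted p = 0.00475), and Slco1a1 was higher there by 1.57 (SE 0.45, adjusted p = 0.0878, and 0.044 without NN-TU replicate 19). In UN-TU 13 of 18 clock genes had an unadjusted p under 0.05 in limma, against 2 of 18 in NN-TU. The hour of sampling is not given for each animal. Time of day or feeding state therefore cannot be told apart from TUDCA for the genes that moved in UN-TU. Of 19 genes of cholesterol synthesis and uptake, 13 rose in NN-TU and 4 in UN-TU (16 and 17 when adjusted over the list alone, with 1 lower in NN-TU). The 13 became 5 without NN-Veh replicate 15 or 16 or NN-TU replicate 21 and 6 without NN-Veh replicate 18, and the 4 became 2 without UN-Veh replicate 23 or 26. The list's median was 0.83 and 0.57, and the camera adjusted p of 6.31e-26 and 2.89e-24 became an adjusted p = 0.199 and 0.187 with an estimated correlation. In UN-TU 2 of 27 lipid droplet genes fell (10 when adjusted over the list alone), both of them Cide genes, with a camera adjusted p = 3.76e-08 (0.187 with an estimated correlation). The 2 became 0 without UN-Veh replicate 24 or 25 or UN-TU replicate 27 or 28, 1 without UN-Veh replicate 23 or 26, and 4 without UN-TU replicate 30.
In NN-TU 22 probe sets were higher and 24 lower at the study's thresholds (27 and 18 with quantile normalization repeated). At an adjusted p under 0.05, 74 rose and 268 fell (142 and 211 with quantile normalization, 106 and 211 with a common median). The methods' ANOVA gave 1 and a fit of all 30 arrays 11. The 342 of limma became 165, 205, 195 and 173 without NN-Veh replicate 15, 16, 17 or 18, and 713, 539, 129 and 149 without NN-TU replicate 19, 20, 21 or 22. In UN-TU 19 probe sets were higher and 26 lower at the study's thresholds, and the 45 together became 26 without UN-TU replicate 27. At an adjusted p under 0.05, 35 rose and 68 fell (68 and 61 with a common median), against 0 in the methods' ANOVA and 7 with all 30 arrays. The 103 of limma became 39, 38 and 36 without UN-Veh replicate 24, 25 or 26, and 34 and 67 without UN-TU replicate 27 or 28. Whether the effect of TUDCA differs between UN and NN was tested by the interaction term, for which 0 probe sets passed an adjusted p under 0.05 in limma (smallest adjusted p = 0.0509). An unadjusted p under 0.05 was found for 3003, more than this cut-off gives by chance. Genes that vary together can raise such a count, so that it neither shows nor excludes a difference. Without NN-TU replicate 19, 104 passed an adjusted p under 0.05. There were 12 and 10 without UN-TU replicate 29 or 30, and 3 each without NN-Veh replicate 18 or UN-Veh replicate 23. Across genes the changes with TUDCA in NN and in UN had a correlation of 0.13 (Pearson) and 0.05 (Spearman), and genes are not independent replicates.

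**Figure D1:**
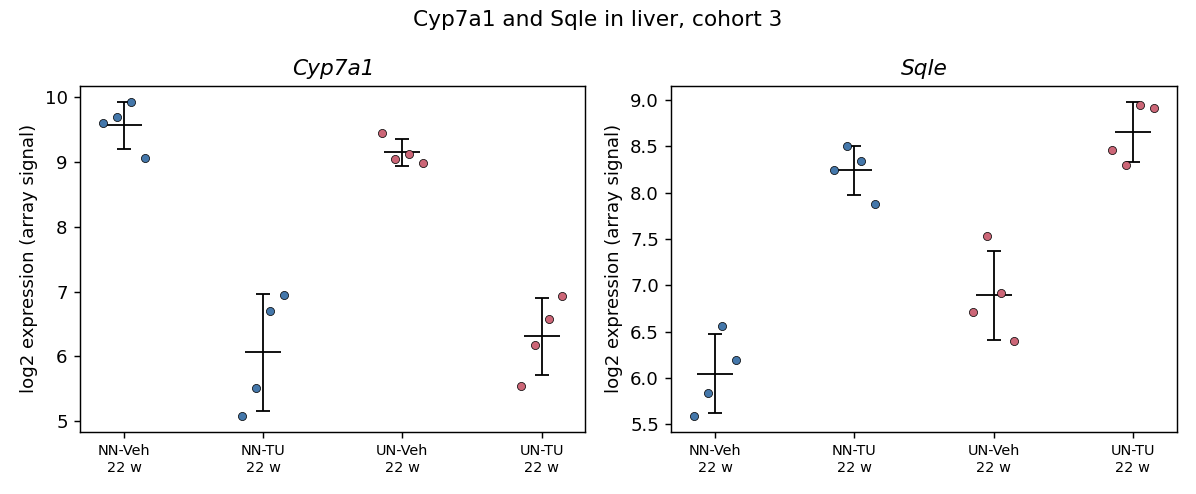
Log2 array signal of Cyp7a1 and Sqle in the 4 groups of cohort 3 (points, animals; bar, mean; error bars, SD; 4 animals per group). Cyp7a1 has means of 9.57 and 9.15 in the vehicle groups and 6.06 and 6.31 in the TUDCA groups.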

The TUDCA treatment also altered the expression of genes in NN-TU (69 genes; Linear fold change ≤−2 or ≥2 fold, ANOVA p < 0.05) and UN-TU (40 genes; Linear fold change ≤−2 or ≥2 fold, ANOVA p < 0.05) (Fig. 3B). In this cross-sectional assessment, we stratified these genes to select 15 candidate genes in cohort 3 that were significantly up- or down-regulated in UN *in utero* and restored by TUDCA, as listed in Supplementary Tables S1 and S2. 

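Among the probe sets altered in UN-Veh and moved the other way by TUDCA, 13 were higher and 6 lower in UN at the study's thresholds. Those higher in UN-Veh and lower in UN-TU included Rgs16, a regulator of G-protein signalling (2.41 and -1.98 on the log2 scale, adjusted p = 0.143 and 0.246, limma), the acyl-CoA thioesterase gene Acot2 (1.17 and -1.14, adjusted p = 0.0657 and 0.0792, the latter 0.00592 without UN-TU replicate 30) and the glutathione transferase gene Gstm3 (1.10 and -1.49, adjusted p = 0.0285 and 0.00275). The adjusted p of Gstm3 in UN-Veh lay between 0.0637 and 0.129 without NN-Veh replicate 15, 16 or 17 or UN-Veh replicate 24, 25 or 26. Those lower in UN-Veh and higher in UN-TU included Slc3a1, a transporter of basic amino acids (-1.31 and 1.16, adjusted p = 0.0348 and 0.0649). Its adjusted p in UN-Veh lay between 0.0629 and 0.129 when any 1 of the 8 arrays was left out, and that in UN-TU was 0.0301 and 0.0328 without UN-TU replicate 29 or 30. The others were Themis, Ly6d, Cidea, Slc22a27, Rarres1, Sprr1a, Orm3, Orm2, Cidec and Wee1, higher in UN, and Igfbp1, Esm1, Cyp17a1, Slco1a1 and Erdr1, lower in UN. Of the 19, 8 passed an adjusted p under 0.05 in limma in both comparisons. Among these others Slc22a27, Rarres1, Esm1, Cyp17a1 and Erdr1 passed it in neither, and Orm2, Wee1 and Slco1a1 only in UN-TU. The 19 became 12 without UN-TU replicate 27 and lay between 16 and 23 when any other array was left out. In UN-TU against NN-Veh 1 of the 19, Slco1a1, was past the study's thresholds (1.00). Clock genes moved in UN-TU against UN-Veh as well (13 of 18 at an unadjusted p under 0.05 in limma). For these 19, Cidea and Cidec included, time of day or feeding state at sampling cannot be told apart from TUDCA. The UN-Veh animals stand in both comparisons, so that a chance value in these 4 livers moves both in opposite directions. When the 4 UN-Veh animals were divided between the comparisons so that none stood in both, between 10 and 15 of the 19 remained, Cidea and Cidec in each of the 6 assignments. The paper takes the genes altered by UN in utero and moved back by TUDCA as its candidates.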

We also performed a longitudinal assessment of microarray data between cohorts 1 and 2. 

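From 9 weeks to 17 weeks of age, with HFD in between, Hsd3b5 and several drug-metabolizing cytochrome P450 genes were among those that fell in the livers of UN offspring. Hsd3b5 fell by 6.08 on the log2 scale (SE 0.51, adjusted p = 1.55e-04, limma, 4 animals against 3), and the drug-metabolizing cytochrome P450 genes Cyp3a44, Cyp2b10 and Cyp3a11 fell by 3.25 (SE 0.23, adjusted p = 5.96e-05), 3.02 (SE 0.25, adjusted p = 1.55e-04) and 2.68 (SE 0.23, adjusted p = 1.93e-04). The Hsd3b5 signal in UN at 17 weeks was dim, between 2.83 and 4.44 against array medians of 4.11 to 4.25. The size of its fall is therefore uncertain. The adhesion receptor gene Adgrf1 fell by 3.53 (SE 0.33, adjusted p = 3.72e-04). Ifi27l2b, of an interferon-induced family, rose by 2.13 (SE 0.20, adjusted p = 3.72e-04). Cyp2b9, a female-biased cytochrome P450, was higher by 4.40 (SE 0.82, adjusted p = 0.0744). Without UN replicate 14 of 17 weeks, Hsd3b5 fell by 5.89, Cyp3a44 by 3.20, Cyp2b10 by 3.07, Cyp3a11 by 2.55 and Adgrf1 by 3.53, and Ifi27l2b rose by 2.17 and Cyp2b9 by 4.99 (adjusted p = 0.00272). Of 17 male-biased liver genes 4 fell, and 11 when adjusted over the list alone (9 and 12 without replicate 14, and 1 of the 4 without UN replicate 4, 5 or 6 of 9 weeks). Their median was -1.81 (-1.17 without replicate 14), with a camera adjusted p = 3.04e-13 and 0.274 with an estimated correlation (0.0317 without replicate 14). Of 13 PPARG targets 1 rose, and 6 when adjusted over the list alone (6 and 10 without replicate 14, 2 of them without replicate 13, and none without replicate 4, 5 or 6), with a camera adjusted p = 8.44e-08 and 0.274 with an estimated correlation (0.0529 without replicate 14).
At the study's thresholds 61 probe sets were higher and 271 lower at 17 weeks (116 and 151 with quantile normalization repeated). Without replicate 14 there were 183, of which 94 were higher. The 332 became 773 and 733 without UN replicate 11 or 12. At an adjusted p under 0.05, 8 rose and 23 fell (65 and 64 with quantile normalization), while the methods' ANOVA gave 0 and a fit of all 30 arrays 388. The 31 of limma became 261, of which 149 rose, without replicate 14, and 14, 13 and 13 without UN replicate 4, 5 or 6 of 9 weeks. The comparison takes age, HFD and cohort together.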

We studied 133 genes, listed in Supplementary Table S3, which showed significant changes in comparisons between UN before HFD (cohort 1) and UN after HFD (cohort 2). We then contrasted them with those unaltered between NN before HFD (cohort 1) and NN after HFD (cohort 2). Therefore, in this present study, we enlisted 9 genes of interest (GOI) in cross-sectional (cohort 3) and longitudinal analyses (between cohorts 1 and 2) (Table 1). 

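In NN livers the same drug-metabolizing genes fell from 9 weeks to 17 weeks. Cyp3a44 fell by 2.96 on the log2 scale (adjusted p = 1.94e-04, limma, 4 animals against 3), Cyp2b10 by 2.59 (adjusted p = 9.66e-04) and Cyp3a11 by 2.47 (adjusted p = 9.66e-04). Adgrf1 fell by 2.97 (adjusted p = 0.00369; 0.0526 and 0.0522 without NN replicate 1 or 2 of 9 weeks). Hsd3b5 was lower by -2.13 (adjusted p = 0.732) and Cyp17a1, the steroid hydroxylase, was higher by 2.75 (SE 0.49, adjusted p = 0.267, and 0.00574 without UN replicate 14, whose spread enters the fit). Without that array the limma adjusted p was 2.31e-05 for Cyp3a44, 1.03e-04 for Cyp2b10, 5.55e-05 for Cyp3a11, 4.25e-04 for Adgrf1 and 0.105 for Hsd3b5. In all, 34 probe sets were higher and 34 lower at the study's thresholds, and 0 rose and 4 fell at an adjusted p under 0.05 (7 and 11 with quantile normalization repeated). The methods' ANOVA gave 1, a fit of all 30 arrays 26, and without UN replicate 14 in the fit 21 rose and 29 fell. Of the probe sets past the study's thresholds in UN, 42 were also past them in NN in the same direction, 13 higher and 29 lower, and 290 were not. Without UN replicate 14 these were 26, 27 and 130, and the 290 became 731 and 686 without UN replicate 11 or 12. Falling on either side of a threshold does not show that NN and UN differ. The difference of the change between UN and NN was tested by the interaction term, for which 0 probe sets passed an adjusted p under 0.05 in limma (smallest adjusted p = 0.893). At an unadjusted p under 0.05 there were 622, fewer than this cut-off gives by chance. The term cannot be had from the methods' ANOVA of a pair of groups. At the study's thresholds the term gave 27 probe sets higher and 54 lower. These 81 became 58 without UN replicate 14, and 320 and 263 without UN replicate 11 or 12.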

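Of the 9 genes of interest, 8 rose or were higher and 1, Cyp17a1, was lower in UN-Veh than in NN-Veh, and each moved the other way in UN-TU. Ly6d, a surface protein of the lymphocyte antigen family, was higher by 1.30 and Sprr1a, a small proline-rich protein, by 1.27 on the log2 scale. Themis was higher by 1.05, Ifi27l2b by 0.93 and Cyp17a1 lower by -1.34. In UN-TU against UN-Veh, Ly6d was lower by -1.29, Sprr1a by -1.11 and Ifi27l2b by -1.14, and Cyp17a1 was higher by 1.32. From 9 to 17 weeks in UN, Rgs16 was higher by 3.31 (adjusted p = 0.364, limma), Themis by 2.23, Cyp17a1 by 1.91 (adjusted p = 0.303; without replicate 14, 2.28 and 0.0149), Sprr1a by 1.55, Ly6d by 1.54 and Orm3 by 1.34. Without that array Rgs16 was higher by 3.56, Themis by 2.55, Sprr1a by 1.31, Ly6d by 1.61 and Orm3 by 1.37. At an adjusted p under 0.05, 6 of the 9 rose in UN-Veh, 7 fell in UN-TU and 5 rose from 9 to 17 weeks in UN, against 1, 0 and 0 in the methods' ANOVA and 2, 2 and 8 with all 30 arrays in 1 fit. The 6 became 2 without NN-Veh replicate 15 or 17 or UN-Veh replicate 24 or 25 and 3 without replicate 16 or 26. The 7 became 2 without UN-Veh replicate 24 or 25 or UN-TU replicate 27 and 3 without replicate 26 or 28, and the 5 became 1 without UN replicate 4, 5 or 6 of 9 weeks and 7 without replicate 14. When adjusted over the list alone the counts were 9 (8 higher, 1 lower), 9 (1 higher, 8 lower) and 9 higher. From 9 to 17 weeks in NN none passed an adjusted p under 0.05 (Ifi27l2b without NN replicate 10, adjusted p = 0.031; Themis, Ifi27l2b and Cyp17a1 without UN replicate 14 in the fit) and 4 passed the study's thresholds, Cidec, Themis (1.35), Ifi27l2b (1.32) and Cyp17a1, the same 4 that passed when adjusted over the list alone. Of these, Cidec did not pass with the p of the methods' ANOVA. The study chose the 9 on these arrays, so that the counts over the list are not independent evidence. At the study's thresholds, with the p of limma, 8 of the 9 were restored in UN-TU and past the thresholds from 9 to 17 weeks in UN. Ifi27l2b fell short by its fold change in UN-Veh. Rgs16 is among the 8 only by the p of limma, as the ANOVA p in the paper's Table 1 for it in UN-TU is above 0.05. In all 14 probe sets met both criteria, between 10 and 18 when an array was left out, and 10 of the 14 were not past the thresholds in NN. With separate UN-Veh animals in each comparison of cohort 3, between 8 and 12 met both.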

We submitted our microarray data to the GEO repository, which is approved under the accession number GSE123733.

**Figure 3:**
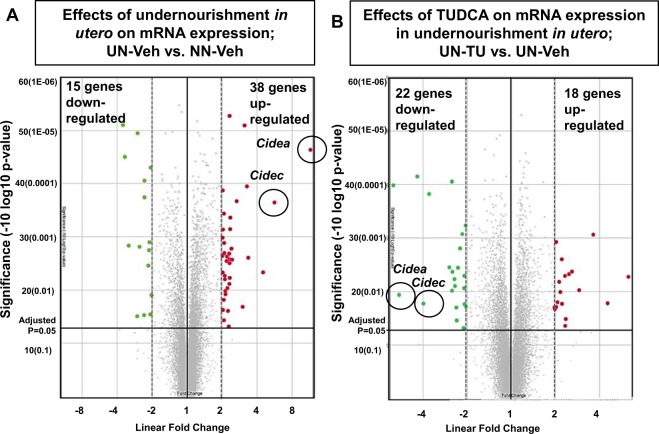
Genetic profiling of developmentally-programmed hepatic steatosis by a microarray analysis; differentially expressed mRNA in UN *in utero* and alterations by TUDCA. A Volcano plot of 34,472 genes expressed in all three cohorts. Red and green dots were up- and down-regulated genes, respectively, in cohort 3 (Linear fold change of ≤−2 and ≥2 and ANOVA P < 0.05). Cidea and Cidec genes are encircled on the plot, and were up-regulated in UN-Veh and then down-regulated with the oral gavage of TUDCA.

**Table 1:** List of genes of interest (GOI).

Gene Symbol	Linear Fold Changes (UN in cohort 2 vs cohort 1)	ANOVA P values (UN in cohort 2 vs cohort 1)	Linear Fold Changes (NN in cohort 2 vs cohort 1)	ANOVA P values (NN in cohort 2 vs cohort 1)	Linear Fold Changes (UN in cohort 3 vs cohort 2)	ANOVA P values (UN in cohort 3 vs cohort 2)	Linear Fold Changes (In cohort 3; UN-Veh vs. NN-Veh)	ANOVA P values (In cohort 3; UN-Veh vs. NN-Veh)	Linear Fold Changes (In cohort 3; UN-TU vs. UN-Veh)	ANOVA P values (In cohort 3; UN-TU vs. UN-Veh)
Rgs16	9.67	0.000	5.71	0.44	1.55	0.218	4.51	0.004	−4.24	0.097
Cidec	8.77	0.001	2.87	0.07	1.64	0.162	5.6	0.000	−3.99	0.017
Cidea	5.68	0.010	1.62	0.26	3.04	0.009	11.49	0.000	−5.82	0.011
Themis	5.09	0.003	2.41	0.00	−1.24	0.453	2.31	0.003	−3.66	0.000
Ifi27l2b	4.06	0.000	2.49	0.00	1.01	0.885	2.09	0.037	−2.44	0.006
Cyp17a1	4.04	0.018	7.63	0.00	1.57	0.207	−2.58	0.002	2.89	0.009
Sprr1a	3.09	0.022	1.73	0.17	1.04	0.806	2.4	0.002	−2.38	0.020
Ly6d	2.64	0.001	1.3	0.12	1.12	0.817	2.98	0.021	−2.42	0.008
Orm3	2.53	0.000	1.1	0.50	1.44	0.079	3.35	0.002	−4.39	0.000

Microarray analysis of cohorts 1, 2, and 3: 9 Candidate genes were selected after a thorough assessment of microarray data using longitudinal and cross-sectional analyses. In the cross-sectional analysis of cohort 3, 15 genes were significantly altered by UN *in utero* (≤−2 or ≥2 linear fold change and ANOVA P value < 0.05) and significantly restored by the TUDCA treatment. The longitudinal analysis identified 133 genes that were altered by UN *in utero* after HFD (cohort 1 vs cohort 2, ≤−2 or ≥2 linear fold change and ANOVA P value < 0.05).

Cell Death-Inducing DNA Fragmentation Factor-Like Effectors A (Cidea) and C (Cidec) were included in both of the analyses. This particular pattern of expression of these two genes was observed between 9 and 22 weeks (Supplementary Table S4). 

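Both Cide genes, which encode proteins that enlarge lipid droplets by their fusion, had their highest mean signal in UN-Veh at 22 weeks, although the highest Cidec signal of a single liver, 9.34, was that of UN replicate 12 of 17 weeks. In NN, Cidea had a log2 signal of 3.86 ± 0.49 at 9 weeks (SD, n = 3), 4.31 ± 0.45 at 17 weeks (SD, n = 4) and 4.49 ± 0.38 in NN-Veh at 22 weeks (SD, n = 4). In UN, Cidea had 3.89 ± 0.18 at 9 weeks (SD, n = 3), 5.98 ± 0.86 at 17 weeks (SD, n = 4) and 7.79 ± 0.41 in UN-Veh (SD, n = 4). Cidec went from 5.54 ± 0.32 through 6.85 ± 0.93 to 6.46 ± 0.62 in NN and from 5.11 ± 0.03 through 8.31 ± 0.81 to 8.97 ± 0.17 in UN (SD, same animals). From 9 to 17 weeks in UN, Cidec rose by 3.20 (SE 0.47, adjusted p = 0.0139, limma; adjusted p between 0.0998 and 0.109 without UN replicate 4, 5 or 6 of 9 weeks, and 3.48 without replicate 14 of 17 weeks; under 0.05 in 8 of 12 other settings, and 0.146 with the compared groups alone). Cidea was higher by 2.09 (SE 0.40, adjusted p = 0.0802; 2.00 and adjusted p = 0.0252 without replicate 14, and 2.52 and 0.00335 without replicate 13). In NN the differences were 1.31 for Cidec and 0.45 for Cidea. The change from 9 to 17 weeks was larger in UN than in NN by 1.89 for Cidec (SE 0.66) and by 1.64 for Cidea (SE 0.56), with an adjusted p = 0.893 for each over all genes and 0.0248 when adjusted over the list alone of the 9 genes of interest, which the study chose on these arrays. Without replicate 14 these differences were 2.16 and 1.55 (adjusted p = 0.981 for each over all genes, 0.00523 and 0.0183 over the list). On GRCm38 Cidea lies on chromosome 18 from 67343564 to 67367794 and Cidec on chromosome 6 from 113424634 to 113435760.

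**Figure D2:**
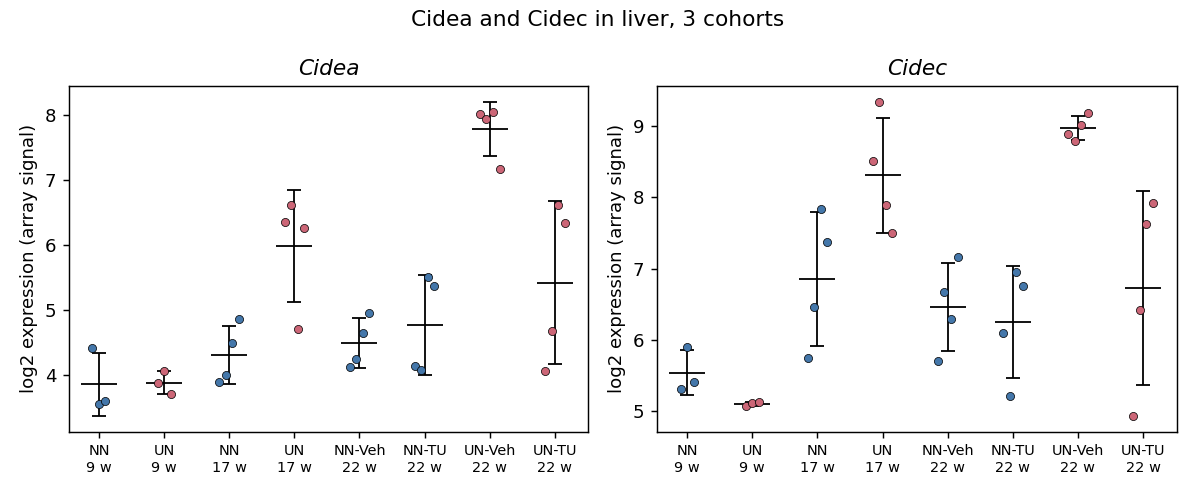
Log2 array signal of Cidea and Cidec in the 8 groups of the 3 cohorts (points, animals; bar, mean; error bars, SD). In both genes the 4 UN-Veh animals of 22 weeks lie above the 4 NN-Veh animals.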

Relative quantitative RT-PCR showed that the mRNA expression of the Cidea and Cidec genes in cohorts 1, 2, and 3 was consistent with microarray data (Fig. 4A–C). Cidea and Cidec are known to increase LD sizes, thereby contributing to lipid storage. Changes in LD sizes in cohorts 2 and 3 were consistent with those in the gene expression of Cidea and Cidec (Fig. 2B–D and Supplementary Fig. S1L-O). Moreover, the presence of Cidea and Cidec proteins was widely observed in livers with steatosis by immunohistochemistry (Fig. 4D,E).

**Figure 4:**
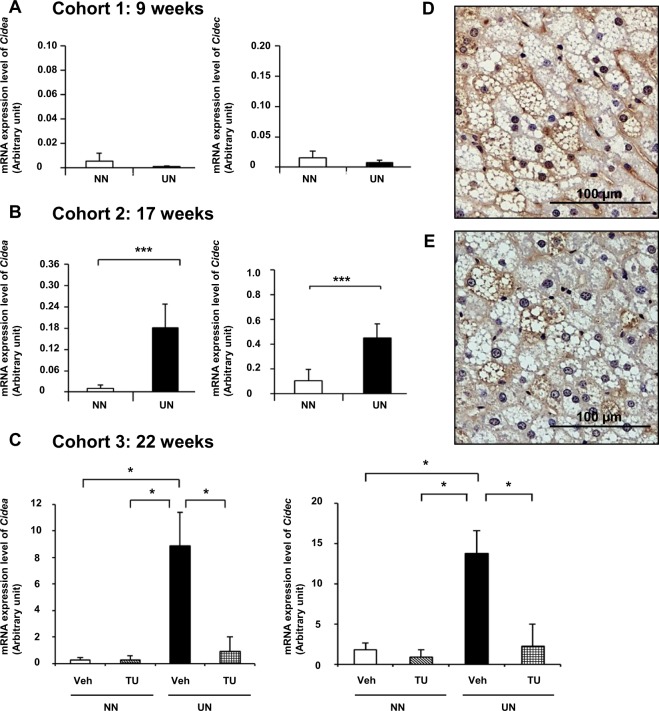
Gene expression and immunohistochemistry of Cidea and Cidec. Quantitative RT-PCR of Cidea and Cidec in cohort 1 (**A**), cohort 2 (**B**), and cohort 3 (**C**). Immunohistochemistry of Cidea (**D**) and Cidec (**E**). Significance was observed by the Student’s *t*-test (**A,B**) or Steel-Dwass test (**C**) (p* < 0.05 and p*** < 0.001).

Therefore, we performed an epigenetic assessment of Cidea and Cidec because of their high fold changes and potential ability to regulate hepatic fat deposition.

### DNA methylation alterations in Cidea and Cidec genes

Large methylation variations were observed among the four groups and a list of methylated genes was shown in Supplementary Table S5. We examined the entire genome lengths of the Cidea (chr18:67320000–67410000) and Cidec (chr6:113415000–113450000) genes, including up- and downstream regions. No significant differences were observed in methylation peaks among the four groups before and after the TUDCA treatment (Supplementary Fig. S2).

### Effects of UN *in utero* on ChIP assay results around Cidea

In cohort 3, we performed a ChIP assay to examine the acetylation and methylation levels of H3 and H4 around the Cidea and Cidec genes (Fig. 5 and Supplementary Fig. S3–7). Around the Cidea gene, a modification known to inhibit gene expression^22^, i.e. the level of dimethylation of H3K27, was significantly suppressed at the 3′ end (Fig. 5A). This result was consistent with the elevated mRNA expression levels of Cidea in the microarray assay as well as qPCR for UN *in utero* (Fig. 4C).

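On the arrays of cohort 3, Cidea rose by 3.29 on the log2 scale in UN-Veh against NN-Veh (SE 0.44, adjusted p = 0.00165, limma, n = 4 animals per group), a linear fold change of 9.80. The signal lay between 7.17 and 8.04 in the UN-Veh livers and between 4.13 and 4.95 in the NN-Veh livers. The groups did not overlap (two-sided exact permutation test, p = 0.0286, the smallest that 4 animals against 4 allow). When 1 of the 8 arrays was left out the difference lay between 3.17 and 3.50.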

**Figure 5:**
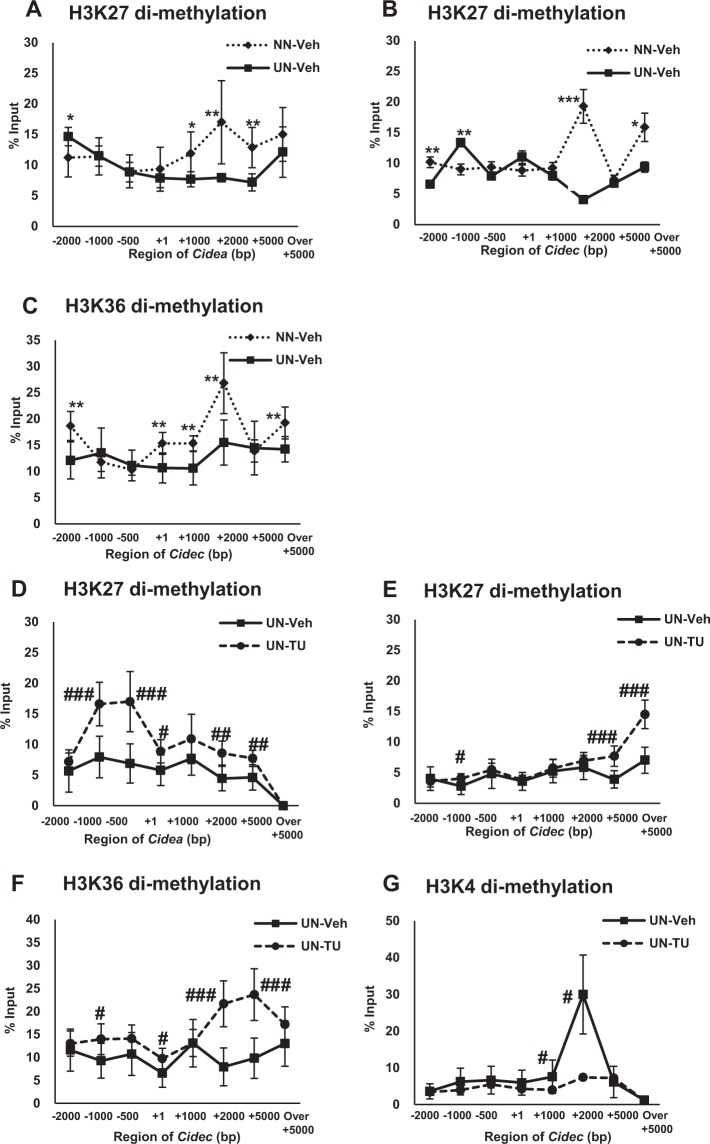
Histone modifications by the ChIP assay. Effects of UN *in utero* on the dimethylation of H3K27 around Cidea (**A**) and dimethylation of H3K27 (**B**) and H3K36 (**C**) around Cidec. Effects of TUDCA and UN *in utero* on H3K27 around Cidea (**D**) and the dimethylation of H3K27 (**E**), H3K36 (**F**), and H3K4 (**G**) around Cidec. Mean values were expressed with SD as error bars and significance (*or ^#^p < 0.05, **or ^##^p < 0.01, ***or ^###^p < 0.001) was calculated with the Student’s *t*-test or Mann-Whitney U test as appropriate. The X-axis shows the region of gene length and the y-axis is % input.

### Effects of UN *in utero* on ChIP assay results around Cidec

UN *in utero* caused changes in various histone modifications around Cidec, contributing to strong genetic expression. Around the Cidec gene, the levels of gene suppressor modifications, the dimethylation of H3K27 and H3K36^23^, were lower near the 3′ end (Fig. 5B,C). These results were consistent with the augmented mRNA expression levels of Cidec in the microarray assay as well as qPCR for UN *in utero* (Fig. 4C).

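Cidec, the second of the lipid droplet genes, rose by 2.51 on the log2 scale in UN-Veh against NN-Veh (SE 0.47, adjusted p = 0.0192, limma, 4 animals per group), a linear fold change of 5.69. Its signal in UN-Veh lay between 8.79 and 9.18 and in NN-Veh between 5.70 and 7.16, without overlap (two-sided exact permutation test, p = 0.0286, the smallest possible). The adjusted p lay between 0.0578 and 0.0938 when NN-Veh replicate 15, 16 or 17 or UN-Veh replicate 24, 25 or 26 was left out, with a rise of at least 2.26. It stayed under 0.05 in 5 of 11 other settings and reached 0.118, the methods' ANOVA being among those in which it did not.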

### Effects of the TUDCA treatment on ChIP assay results around Cidea in UN offspring

TUDCA enhanced the suppressor modification H3K27 dimethylation in the entire length, enriched at the 3′ end, to inhibit the mRNA expression of Cidea, as shown by the microarray analysis and qPCR (Fig. 5D). This was consistent with the decrease in the mRNA expression levels of Cidea in the microarray assay as well as qPCR for UN *in utero* with the TUDCA treatment (Fig. 4C).

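With TUDCA, Cidea fell by 2.36 on the log2 scale in UN-TU against UN-Veh (SE 0.44, adjusted p = 0.0171, limma, 4 animals per group). The UN-TU livers spread from 4.06 to 6.62, and the highest of them lay below every UN-Veh liver (two-sided exact permutation test, p = 0.0286). The adjusted p was 0.0648 and 0.0628 without UN-Veh replicate 24 or 25 and 0.0604 and 0.062 without UN-TU replicate 27 or 28. It stayed under 0.05 in 4 of 11 other settings and reached 0.0611 with all 30 arrays in 1 fit, 0.0935 with the compared groups alone and 0.102 with all probe sets of the table, and it was not under 0.05 with the methods' ANOVA. Against NN-Veh, Cidea in UN-TU was higher by 0.93 (adjusted p = 0.534). Its mean in UN-TU was 5.42 ± 1.25 (SD, 4 animals).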

### Effects of the TUDCA treatment on ChIP assay results around Cidec in UN offspring

The H3K27 and H3K36 dimethylation modifications around Cidec were markedly enhanced by TUDCA in UN *in utero*, and were also observed near the 3′ end (Fig. 5E,F), restoring changes in mRNA expression. Moreover, lower levels of activator modifications, such as H3K4 dimethylation, were also prominent in TUDCA-treated UN *in utero* pups (Fig. 5G) at the 3′ end, which is suggestive of remodeling. These results were consistent with the low mRNA expression levels of Cidec in the microarray assay as well as qPCR for UN *in utero* with the TUDCA treatment (Fig. 4C).

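The signal of Cidec fell by 2.24 on the log2 scale in UN-TU against UN-Veh (SE 0.47, adjusted p = 0.0376, limma, 4 animals per group). It lay between 4.94 and 7.93 in UN-TU, with a mean of 6.73 ± 1.36 (SD, 4 animals), below every UN-Veh liver (two-sided exact permutation test, p = 0.0286). The adjusted p lay between 0.0715 and 0.117 when UN-Veh replicate 23, 24, 25 or 26 or UN-TU replicate 27 or 28 was left out. It stayed under 0.05 in 3 of 11 other settings, and was 0.0524 with quantile normalization repeated, 0.179 with all 30 arrays in 1 fit, 0.125 with the compared groups alone and 0.156 with all probe sets of the table, and not under 0.05 with the methods' ANOVA. The difference from NN-Veh was 0.27 (adjusted p = 0.916).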

### Effects of the TUDCA treatment on ChIP assay results around Cidea and Cidec in NN offspring

The TUDCA treatment exerted suppressive (H3K4 and H3K36 dimethylation) and enhancing (H3K27 dimethylation) effects on the gene expression of Cidea and Cidec in NN offspring (Supplementary Figs S6, S7). 

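In NN offspring the arrays showed no change of Cidea or Cidec with TUDCA that passed a test. Cidea had a log2 signal of 4.77 ± 0.77 in NN-TU (SD, n = 4), which overlapped that of NN-Veh (two-sided exact permutation test, p = 0.60). Cidec had 6.26 ± 0.78 in NN-TU (SD, n = 4), also overlapping NN-Veh (two-sided exact permutation test, p = 0.686). The change of Cidea with TUDCA was lower in UN than in NN by -2.64 on the log2 scale (SE 0.62) and that of Cidec by -2.04 (SE 0.66), tested by the interaction term of limma. The adjusted p was 0.112 for Cidea and 0.239 for Cidec over all genes. Over the 9 genes of interest, which the study chose on these arrays, it was 0.0011 and 0.00921 when adjusted over the list alone.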

We currently cannot provide an explanation for the contribution of histone modifications to gene expression in NN offspring because the TUDCA treatment induced changes that were not consistent for the construction of histones (Fig. 4C).

## Discussion

In the present study, we performed a microarray analysis of developmentally-deteriorated hepatic steatosis and its amelioration by TUDCA^12^. Cross-sectional and longitudinal analyses of microarray data were performed and 9 GOI (Table 1) were commonly selected.

Among the 9 GOI examined, the Cidea and Cidec genes were markedly up-regulated and reported to be closely related to the pathophysiology of metabolic disorders, such as diabetes, obesity, and, most importantly, liver steatosis in humans as well as in animals^24,25^. 

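Among all named probe sets, and not only the 9 genes of interest, Cidea and Cidec had the largest and the second largest rise in UN-Veh against NN-Veh of the 26 that were higher at the study's thresholds. Rgs16 and Orm3 held the third and the fourth place. Without NN-Veh replicate 17 or UN-Veh replicate 23, Cidec was in place 3, behind Cidea and Rgs16. At 17 weeks Cidea was first of the 20 that were higher in UN, by 1.67 on the log2 scale (SE 0.42; 1.58 without UN replicate 14), and Cidec was second by 1.46 (SE 0.52; 1.73 without that array). These places at 17 weeks depend on single arrays: Cidea was in place 5 without UN replicate 14, behind Cyp2b13, Orm2, Cidec and Lcn2, and in place 20 without UN replicate 11 or 12, while Cidec was not past the study's thresholds without NN replicate 7 or 8 or UN replicate 11 or 12. Neither passed an adjusted p under 0.05 in limma at 17 weeks. In UN-TU against UN-Veh a gene of bile acid synthesis, Cyp7a1, was the lowest, with Cidea and Cidec next among the 26 that were lower (in places 3 and 7 without UN-TU replicate 27). The paper chose Cidea and Cidec for its study of histone marks by their high fold changes and their potential to regulate fat deposition in the liver, and reasons that their rise in UN and their return with TUDCA account for the worse and the relieved steatosis.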

The gene enrichment analysis with the functional annotation of 9 GOI showed that Cidea and Cidec had the greatest involvement in the function of apoptotic pathways and also LD and lipid particle pathways (Supplementary Fig. S8). Cidea and Cidec have been shown to increase LD sizes, thereby augmenting fat deposition in hepatocytes^24,26^, and their strong expression by UN and normalization by the TUDCA treatment (Fig. 4C) explained the deterioration induced by UN and amelioration by TUDCA in hepatic steatosis in our mouse model. Immunohistochemistry revealed the wide distribution of the Cidea and Cidec proteins in LD of various sizes in the mouse fatty liver (Fig. 4D,E). Oil Red O staining showed the significant enlargement of LD with UN *in utero*, and this was markedly reduced by the TUDCA treatment (Fig. 2B–D). The latest definition of hepatic steatosis involves the excessive accumulation of LD, which was previously hypothesized to be triggered by Cide proteins, including Cidea and Cidec^26–28^. Since 7 other GOIs appeared to be of less biological relevance to the pathophysiology of hepatic steatosis than Cidea and Cidec (Supplementary Table S6), we focused on Cidea and Cidec.

The emerging concept of epigenetics has emphasized the impact of gestational nutrition over the regulation of gene expression in the development of non-communicable diseases^18,29^. The critical involvement of epigenetic modifications has been noted in the mechanistic background of the developmental origins hypothesis^18,19^ as well as the pathophysiology of NAFLD^20,21,30^. Therefore, we investigated whether epigenetic modifications around the Cidea and/or Cidec genes are examples of epigenetic plasticity in the UN-induced deterioration as well as TUDCA-induced amelioration of hepatic steatosis in this animal model.

We then investigated significant differentially methylated sites using overlapping peaks by DNA MBD sequencing. Neither maternal caloric restriction nor the TUDCA treatment had any effect on DNA methylation around entire Cidea and Cidec genes, including up- and downstream regions (Supplementary Fig. S2). Therefore, further studies are warranted to evaluate the role of chromatin modifications.

Environmental factors, such as diet, are known to induce gene expression by histone modifications that include acetylation and methylation at lysine (K) and arginine within the histone tail^18,29,31^. Therefore, we investigated the mono- and dimethylation of H3K9, H3K27, and H3K36, dimethylation of H3K4, trimethylation of H3K9, H3K27, and H4K20, and acetylation of H3K9 and H4 (Fig. 5 and Supplementary Figs S3–10). Among 12 modifications, significant changes were observed in the dimethylation of H3K27, H3K36, and H3K4 (Fig. 5).

UN *in utero* suppressed H3K27 dimethylation in the gene body of Cidea, thereby contributing to the up-regulation of mRNA (Fig. 5A). In contrast, the dimethylation of both H3K27 and H3K36 (Fig. 5B,C) was suppressed in the gene body of Cidec, and positively correlated with up-regulated mRNA expression in microarrays and qPCR. Histone modifications around the gene body region have been reported to regulate gene expression via transcription elongation^32–35^. The present results showed a greater likelihood of the suppression of inhibitory effects on transcriptional elongation around the gene body^34,35^.

TUDCA is a secondary bile acid that acts on the H3 protein under non-enzymatic conditions to induce post-translational modifications in humans^31^. In the present study, the ChIP assay showed a clear relationship between the TUDCA treatment and its impact on the regulation of histone modifications in offspring. For example, TUDCA augmented the dimethylation of H3K27^22^ around Cidea, which induced an inhibitory effect on transcriptional elongation through upstream to the gene body (Fig. 5D). Similarly, TUDCA accelerated the inhibitory effects of the dimethylation of H3K27 and H3K36^34,35^ around Cidec on transcriptional elongation in the gene body (Fig. 5E,F). These modifications resulted in a marked decrease in the mRNA expression of Cidea and Cidec, respectively. Gene loci remodeled by TUDCA were not identical to those by UN (Fig. 5). Moreover, TUDCA induced new histone modifications, such as H3K4 dimethylation around the Cidec gene (Fig. 5G), which inhibited stimulatory effects on transcriptional elongation in the Cidec gene body^33^, leading to the suppression of Cidec gene expression. Therefore, we speculate that TUDCA may not restore, but remodel histone modifications around Cidea and Cidec. Furthermore, TUDCA may restore gene expression by repressing mRNA transcription elongation concomitant with the amelioration of hepatic steatosis. In contrast, we did not detect significant alterations in H3K9 or H3K27 trimethylation and only slight changes in H4K20 by UN *in utero*, without any effect of TUDCA (Supplementary Fig. S9A–F), even though these have been regarded as important repressors of mRNA transcription^22,36–38^.

Recent studies demonstrated that H3K27 methylation may regulate transcription repression independent of DNA methylation by environmental influences^39^, which supports the direct involvement of H3K27 methylation around Cidea and Cidec in their gene expression without significant changes in DNA methylation.

The expression of the Cidea and Cidec genes was dormant from the early period up to 9 weeks in all groups. However, HFD between weeks 17 and 22 gradually induced the strong expression of the Cidea and Cidec genes (Fig. 4) and encoded their expression prominently in pups with UN *in utero* collateral to the deterioration of hepatic steatosis, as evidenced by lipid profiles (Supplementary Fig. S1).

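At 9 weeks both Cide genes had a lower array signal than in UN-Veh at 22 weeks. The mean signal of Cidea exceeded that of 37.0% of the named probe sets in NN and 37.5% in UN, while that of Cidec exceeded 68.0% and 62.2%. Signal depends on the probes of each probe set, so that these shares do not rank the transcripts of Cidea and Cidec against each other or against other genes. For Cidea the 3 UN and the 3 NN livers overlapped, with a difference of 0.03 on the log2 scale (95% interval -0.46 to 0.51, limma), which leaves differences of this size open in either direction. The 3 UN livers lay between 5.08 and 5.13 for Cidec, below the 3 NN livers, which lay between 5.32 and 5.91 (two-sided exact permutation test, p = 0.10, the smallest that 3 animals against 3 allow). Chance alone separates 3 from 3 animals in 10% of splits. By limma Cidec was lower in UN by -0.44 (SE 0.15), which did not pass an adjusted p under 0.05. An array signal has a background level, so that a low signal does not show whether a transcript is absent. By 22 weeks in UN-Veh, Cidea exceeded 90.8% and Cidec 96.1% of the named probe sets.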

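Between the UN livers of 17 weeks and the UN-Veh livers of 22 weeks, Cidea was higher by 1.81 on the log2 scale (SE 0.49, adjusted p = 0.136, limma; 1.90 without UN replicate 14 of 17 weeks and 1.38 without replicate 13). Its adjusted p was 0.0401 and 0.0341 without UN replicate 11 or 12 of 17 weeks. Every UN-Veh liver lay above every UN liver of 17 weeks (two-sided exact permutation test, p = 0.0286, 4 animals each). Cidec was higher by 0.66 (SE 0.55, adjusted p = 0.462; 0.38 without replicate 14, 0.04 without replicates 13 and 14 together and 1.00 without replicate 12), and its groups overlapped (two-sided exact permutation test, p = 0.20). These are different animals of different cohorts. Over all genes 55 probe sets were higher and 45 lower at the study's thresholds (15 and 148 with quantile normalization repeated). The 100 became 24, of which 4 were higher, without UN replicate 14, and 524 and 502 without UN replicate 11 or 12. At an adjusted p under 0.05 none passed in limma, and the methods' ANOVA also gave 0. An unadjusted p under 0.05 was found for 5103, more than this cut-off gives by chance. At an adjusted p under 0.05, 2184 and 1890 passed in limma without UN replicate 11 or 12, and 1 each without UN-Veh replicate 25 or 26. The paper states that HFD between 17 and 22 weeks gradually induced both genes.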

Interesting results were obtained for histone modifications in cohorts 1 and 2 (Supplementary Fig. S10). In Cidea, although H3K27 dimethylation was not affected by UN *in utero* at 9 weeks (cohort 1), HFD led to partial inhibition, which persisted long-term through to 22 weeks (Supplementary Fig. S10A,B). H3K36 dimethylation was transiently inhibited after HFD at 17 weeks; however, no significant changes were observed at 9 or 22 weeks (Supplementary Fig. S10C,D). This result suggests modifications involved in the plasticity of histone remodeling. H3K27 dimethylation showed the similar persistency of suppression in Cidec (Supplementary Fig. S10E,F). However, H3K36 dimethylation remained unchanged even after HFD, and long-term environmental exposure led to the suppression of this modification (Supplementary Fig. S10G,H). H3K4 dimethylation in Cidec showed minor suppression at 9 weeks, but no effect between 17 and 22 weeks (Supplementary Fig. S10K,L), suggesting that the TUDCA treatment specifically affects H3K4 dimethylation in Cidec in UN offspring (Fig. 5G). This distinctive pattern of expression indicates that these histone modifications are preprogrammed via an unidentified mechanism by the maternal nutritional state *in utero* and HFD triggered subsequent effects in a stepwise manner.

In the present study, we did not investigate the direct mechanism by which the TUDCA treatment changed histone modifications. However, the ChIP assay on the Histone 3.3 subunit, an important recruiter of methyl-transferase^40^, did not show any alterations around the Cidea and Cidec genes after the administration of TUDCA (Supplementary Fig. S9G,H). These results suggest that this subtype deposition does not play major roles in TUDCA-induced alterations in H3 methylation; however, we cannot deny that TUDCA may play a role after the recruitment of methyl-transferase around these genes.

TUDCA is a well-established ER stress alleviator and we previously revealed the significant suppression of the ER stress response in the liver by a treatment with TUDCA^12^. Since ER stress has been reported to modulate the activities of H3K4 methyltransferases in various organs^41–43^, we speculate that reductions in ER stress by TUDCA may induce histone modifications in our study model through unidentified mechanisms. Cidea and Cidec are present in the ER membrane^24^ and ER stress has been shown to regulate the formation of LD with metabolic disruption^44^. We intend to investigate the involvement of ER stress in the plasticity of histone modifications around the Cidea and Cidec genes following a treatment with TUDCA.

The effects of TUDCA on histone modifications around Cidec were more prominent than those around Cidea, suggesting that an unidentified mechanism is involved in the developmental programming of Cide proteins and their phenotypic expression. TUDCA-inducing histone re-modifications were observed in accordance with the normalization of Cidea and Cidec gene expression levels as well as the marked amelioration of hepatic steatosis, even under HFD in UN, but not NN offspring (Supplementary Figs S6–7).

There were some limitations in the present study. 

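Within cohort 3, genes that changed by less than 2-fold made up most of those past an adjusted p under 0.05 in limma. This was not so from 9 to 17 weeks (3 of 31 in UN and 0 of 4 in NN). In UN-Veh against NN-Veh, 65 such probe sets rose and 20 fell, among them Aqp4, which encodes a water channel (0.81 on the log2 scale, SE 0.11), the phosphate transporter Slc20a1 (0.74, SE 0.11) and the interleukin-6 receptor gene Il6ra (-0.77, SE 0.12). In NN-TU against NN-Veh, 64 rose and 251 fell, among them Ces2a, a carboxylesterase that hydrolyses triglycerides (-0.69, SE 0.09), and Gpat4, an acyltransferase that begins glycerolipid synthesis (-0.76, SE 0.10). In UN-TU against UN-Veh, 24 rose and 49 fell. Here Aqp4 (-0.85, SE 0.11) and Slc20a1 (-0.66, SE 0.11) fell, against the same UN-Veh animals in which they were high, as did Sulf2, a sulfatase of heparan sulfate (-0.91, SE 0.12), and the lipid transporter Abca8a rose (0.77, SE 0.11). Each of these genes kept an adjusted p under 0.05 in limma when any 1 array of its comparison was left out. At this cut-off the methods' ANOVA gave 15 probe sets of any fold change in UN-Veh, 1 in NN-TU and 0 in UN-TU. None of the genes named for UN-TU therefore passed with the ANOVA, and at most 1 of those named for NN-TU. With all arrays in 1 fit the counts were also lower than in limma within the cohort. The genes named were chosen by the smallest p after the values were seen.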

We used the cut-off value of a two-fold change and ANOVA P values in the microarray analysis, in accordance with our previous studies^45,46^; however, we cannot fully deny the possible contribution of genes with less than two-fold changes. We were unable to assess quantitative changes in Cidea and Cidec protein expression due to the technical limitations of the antibodies available. Furthermore, we also did not examine any knockdown or knock-in *in vivo* or *in vitro* models to prove whether Cidea and/or Cidec are the indispensable contributors in this specified animal model. However, a recent finding showed that the partial silencing of the expression of *Cide* genes improved fatty liver in a mouse model^47^. In the study of histone modifications around Cidea and Cidec, we performed multiple qPCRs after immunoprecipitation, and due to our technical limitations, we were unable to conduct next-generation sequencing. Therefore, the positions of specific modifications were not mapped.

In conclusion, using the present experimental model, we demonstrated plasticity in developmentally-programmed histone modifications around the Cidea and Cidec genes during the amelioration of hepatic steatosis by a treatment with TUDCA. The present study has provided insights into the therapeutic targets of histone modifications for the future of precision medicine for developmentally-programmed hepatic steatosis.

## Materials and Methods

### Animal model

The mouse model of UN *in utero* has been well established in our previous studies^12–16^. Different time points of 3 independent cohorts were described in Fig. 6, as previously reported^12^. Pregnant C57Bl/6NCr mice at 7.5 days post-conception (dpc) were purchased from Japan SLC, Inc. (Hamamatsu, Japan) and fed a regular chow diet (formula number D06121301, Research Diets Inc., New Brunswick, NJ) under a 12-h light/dark cycle. On 11.5 dpc, dams were randomly divided into an *ad libitum* or normal nourished group (group NN dams; n = 20) and a caloric restriction or undernourished group (group UN dams; n = 20). Group NN dams were fed powdered regular chow *ad libitum* and group UN dams were fed a 40% calorie reduction i.e. 60% of the average daily intake of group NN dams, from 11.5 dpc to the day before the delivery of pups (18.5 dpc). We used male offspring only and adjusted the number to 8 pups per litter and cross-fostered (on 1.5 days of age) them with NN dams (up to 23.5 days of age)^12^. Pups were then fed the regular chow diet for 1 week (up to 9 weeks) followed by a high-fat diet (HFD) containing 60% lipids (formula number D12492, Research Diets Inc.) up to 22 weeks in order to mimic an obesogenic diet, as previously described^12^. We initiated different experimental procedures with 3 cohorts as follows: cohort 1 (at 9 weeks; without HFD), cohort 2 (at 17 weeks; with HFD), and cohort 3 (at 22 weeks; HFD with or without the TUDCA treatment)^12^. In cohort 3, TUDCA (Merck Japan Ltd., Tokyo, Japan) was orally administered by gastric lavage at 0.5 g/kg body weight per day while pups were on HFD, according to our previous study^12^ (Fig. 6). All animal procedures were approved by the Institutional Animal Research Committee of Hamamatsu University School of Medicine (H20–014) and conducted in accordance with the ARRIVE guidelines and the standards of humane animal care by the criteria outlined in the “Guide for the Care and Use of Laboratory Animals”.

**Figure 6:**
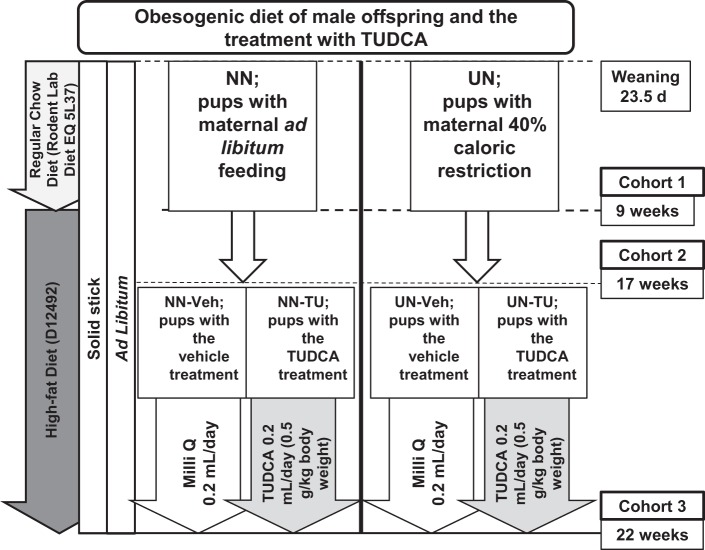
Schematic presentation of the undernourishment *in utero* mouse model: male offspring under an obesogenic diet. Cohort 1: After weaning, NN pups from *ad libitum* NN dams and UN pups from calorie-restricted UN dams were fed a regular chow diet up to 9 weeks. Cohort 2: High-fat diet (HFD) between 9 and 17 weeks. Cohort 3: Pups were randomly subdivided into vehicle groups (NN-Veh and UN-Veh) and TUDCA-treated groups (NN-TU and UN-TU) still under HFD up to 22 weeks.

### Blood and tissue sampling

The time points of sampling are shown in Fig. 6 as previously described^12^. Eight randomly selected pups per group (cohorts 1, 2, and 3) were used in subsequent analyses, except for the microarray analysis of cohort 1 (3 randomly selected pups per group) and cohorts 2 and 3 (4 randomly selected pups per group) as well as DNA MBD sequencing (4 randomly selected pups per group in cohort 3). Total lipids were extracted from liver tissue and measured as previously described^12^.

### Microarray analysis

Aliquots (100 ng) of total RNA obtained from 3 animals per group on week 9 (cohort 1) and 4 animals per group on weeks 17 (cohort 2) and 22 (cohort 3) were individually converted to cRNA and labeled with a Gene ChIP® Poly-A RNA Control Kit, WT Amplification Kit, and Gene ChIP® WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA) according to the manufacturer’s instructions. Hybridization, washing, and staining were performed using Affymetrix® MoGene2.1 ST Array Strips and a GeneAtlas® Hybridization Wash and Stain Kit for WT Assay Strips (Affymetrix), according to the manufacturer’s protocols. After washing, MoGene2.1 Array Strips were analyzed using a GeneAtlas Imaging Station (Affymetrix). Data analyses were performed using Expression Console (Affymetrix) and Transcriptome Analysis Console (Affymetrix). The cut-off point: ≤−2 or ≥2 of a linear fold change and ANOVA P values were used as described in our previous studies^45,46^.

### Relative quantitative real-time RT-PCR analysis

The gene expression levels of Cidea and Cidec were measured by relative quantitation in real-time RT-PCR using the Thunderbird SYBR qPCR Mix (TOYOBO, Osaka, Japan). The primers used were purchased from Sigma-Aldrich Japan and were as follows: Cidea; forward primer: CTGTAGCTGTGCCCTGGTTA, reverse primer: CGGGACAGTTCCTGGTCTAT and Cidec; forward primer: ATTCTGAGTCACCCAGGCC, reverse primer: AAATGAGAACAAGAGAGGCAGC.

### Histopathological analysis

Immunohistochemistry was performed as previously described^16^ using the primary antibodies of Cidea (1:400; Novus Biologicals, U.S.A.) and Cidec (1:400; Bioss Antibodies Inc., Massachusetts, U.S.A.). Frozen sections were used for Oil Red O staining. We then measured the mean size (µm²) of lipid droplets (LD) and the mean diameter of each LD using WinRoof ver7.4 software at a scale of a 50-µm magnification. Measurements of 20 randomly selected LD in 4 areas of interest per slide near the central vein were performed in 3.88-mm² fields.

### DNA MBD sequencing

MBD sequencing was performed on cohort 3 only (NN-Veh, NN-TU, UN-Veh, and UN-TU; n = 4 each)^48^. In brief, DNA extracts were sheared to an average length of 200 bp using Covaris S2. Fragment distribution was assessed by the Agilent 2100 Bioanalyzer. The MethylCAp kit (Diagenode, Belgium) was used to enrich methylated fragments from sheared DNA. A library was prepared using the NEBNext® Ultra™ DNA Library Prep Kit for Illumina® (New England Biolabs, Frankfurt am Main, Germany) combined with the NEBNext® Multiplex Oligos for Illumina®-Index Primers Set 1 (New England Biolabs, Frankfurt am Main, Germany). Fragments of approximately 300–450 bp were excised and purified. Paired-end sequencing was performed on Illumina HiSeq4000 PE50 (2×50 bp) and reads were mapped using Bowtie 2 (v2.1.0) software in the sensitive mode. Only concordantly and paired mapped reads located within 400 bp of each other on the mouse reference genome build GRCm38 (mm10) were retained using Bowtie 0.12.7 and peaks were called using MACS14 (v1.4.2). Sites with potential differential methylation were analyzed using DiffBind R-package v2.0.9.

### ChIP assay and quantitative real-time PCR

A ChIP assay was performed on cohort 3 (n = 8 for the 4 groups). Liver tissue samples were homogenized using fixative buffer (1% formaldehyde, 4.5 mM Hepes, pH 8.0, 9 mM NaCl, 0.09 mM EDTA, and 0.04 mM EGTA in phosphate-buffered saline^49^) and incubated at 37 °C for 30 min. The fixation reaction was terminated by the addition of glycine to a final concentration of 1.5 M. After being washed in fluorescence-activated cell sorting solution (2% bovine serum and 0.05% NaN_3_ in PBS), samples were sonicated in SDS lysis buffer (16 mM Tris/HCl, pH 8.0, 10 mM EDTA, 1% SDS, and complete mini) to yield DNA fragments ranging in size between 200 and 500 bp, as confirmed by electrophoresis using a 2% agarose gel. Protein concentrations were adjusted to 2 mg/mL after sonication. ChIP assays were performed using 400 µg of protein in SDS-lysis buffer^50^, and 2 µg each of specific antibodies (Supplementary Table S7). Extracted DNA was then subjected to quantitative PCR using primers corresponding to the indicated sites in the enhancer/promoter and transcribed regions (−2000 bp, −1000 bp, −500 bp, +1 bp, +1000 bp, +2000 bp, +5000 bp, and over +5000 bp) of target genes. Primers for the ChIP assay are listed in Supplementary Table S8. All ChIP signals were calculated by the 2-DDCt method and were normalized to the corresponding input signals as follows: ChIP signals (% input) ¼ 2 (Ct of the input–Ct of the IP sample) × 100, where IP is immunoprecipitation. Notably, the IP of two groups was performed on different days. Non-specific antibody binding to protein-DNA fragments, as indicated by the percentage input using IgG, was negligible (IgG signals <0.1).

### Statistical analysis

Data are expressed as means ± standard deviations (SDs). The significance of differences between two mean values was assessed using the Student’s *t*-test or Mann-Whitney U test as appropriate. The significance of differences among more than four mean values was assessed with the Steel-Dwass test or a one-way ANOVA (unpaired). A *p* value of less than 0.05 was regarded as significant.

## Supplementary information

Dataset 1

How the deposited data were processed for this re-analysis (not part of the article)

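Liver RNA of 30 male mice in 8 groups was measured, 1 array per animal. Cohort 1 held 3 offspring of normally nourished dams (NN) and 3 of undernourished dams (UN) at 9 weeks, on regular chow. Cohort 2 held 4 NN and 4 UN at 17 weeks, after 8 weeks of a high-fat diet (HFD). Cohort 3 held 4 NN-Veh, 4 NN-TU, 4 UN-Veh and 4 UN-TU at 22 weeks, after HFD from 9 weeks and vehicle or tauroursodeoxycholic acid (TUDCA, 0.5 g/kg/day) for the last 5 weeks. UN dams received 40% fewer calories. The sample labels number the animals from 1 to 30 and none is shared between groups, so no comparison was paired.

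The authors amplified and labelled total RNA, hybridized it to Affymetrix mouse gene array strips, and made the deposited table with Affymetrix Expression Console. As deposited by the authors, the values are log2 signals per probe set that had been summarized and normalized in that software, between 1.10 and 12.89, with array medians between 4.11 and 4.25. The paper's text does not name the summarization method or the software versions. The SD over probe sets was 1.90 to 2.01 per array apart from UN replicate 14 of 17 weeks. No pair of arrays held identical values (0 pairs). Scans and raw signals were not analysed here, so background correction and the array strip were not examined.

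Of 41345 probe sets, 25335 are named by at least 1 gene in the platform annotation, 23521 by 1 symbol and 1814 by several, and these were tested; 16010 without a gene were left out of the main results. The symbols stand for 22180 genes. Of the probe sets with 1 symbol 23328 were matched by gene identifier to the mouse reference annotation (GRCm38), and 0 symbols changed. A gene with several probe sets was taken at the one with the highest mean over the 30 arrays.

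Differences between groups were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), within the cohort for comparisons at 1 age and within both cohorts for comparisons between ages. Each comparison was counted at the study's thresholds, a linear fold change of 2 either way and an unadjusted p under 0.05 (from limma in place of the methods' ANOVA), and at a Benjamini-Hochberg adjusted p under 0.05 over the 25335 probe sets. Whether a change differed between UN and NN was tested by the interaction term. Cidea and Cidec were also compared by two-sided exact permutation tests of the difference of means. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

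Written before the data were examined were the comparisons, the alternatives, 29 gene lists (28 with more than 1 measured member) and the rule for naming genes. The rule named the 9 genes of the paper's Table 1, whose values had been seen in the paper, the 10 largest rises and the 10 largest falls past the study's thresholds in each comparison (1 symbol, without predicted genes, clones, small RNAs and olfactory or vomeronasal receptors), up to 4 members of each list described, and the genes restored by TUDCA. The lists described were chosen after their values were seen. List shifts were tested with camera at a preset correlation between genes of 0.01, then with an estimated correlation and with fry, and adjusted over the lists of a comparison.

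The alternatives were the methods' ANOVA, Tukey biweight averages with that ANOVA, all 30 arrays in 1 fit, a fit of the compared groups alone, a variance trend with robust estimation, array weights, the brighter part of the probe sets, all probe sets of the table, repeated quantile normalization, a common median, and each array left out in turn. For genes restored by TUDCA the 4 UN-Veh animals were also divided between both comparisons in 6 ways. A pseudocount did not apply because the values are already logarithms.

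The calls were tested on simulated data with 100 genes changed by a log2 value of 1 or 2. Each probe set was drawn independently from a normal distribution with its moderated residual SD. These data hold no correlation between genes and no array like UN replicate 14, so that the rates below need not carry over to the real arrays. At a change of 2, limma at an adjusted p under 0.05 recovered 100 of 100 in UN-Veh against NN-Veh and at 9 weeks, 90 in UN against NN at 17 weeks and 95 between 9 and 17 weeks in UN. At a change of 1 it recovered 100, 99, 42 and 57. Among the unchanged probe sets it made 13, 9, 10 and 4 false calls. The study's thresholds made 2, 3, 118 and 68 false calls, of which the 118 at 17 weeks exceed the 67 probe sets counted in the data. The median residual SD was 0.15 in cohort 3, 0.181 at 9 weeks and 0.288 at 17 weeks. The number of arrays limits the precision, and an array signal has a background level below which transcripts cannot be told from absent ones.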

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

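Of the tests reported in this part, the slope and the correlation of the array of replicate 14, the correlation with separate UN-Veh animals, and the tests on scaling, hepatocytes, time of day and Nr0b2 were chosen only after the result was seen, and in the tests on RNA of other tissues the division by tissue and the allowance for the spread were set after the values were seen.

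The UN array of 17 weeks of replicate 14 had a median correlation of 0.837 with the other arrays, far below the other UN arrays of 17 weeks. Its signal was compressed: the slope of its values on the mean of the other UN arrays of 17 weeks was 0.61, while the other 29 arrays had slopes of 0.957 to 1.16, and its brightest 10% of probe sets lay at -2.12 and its dimmest 10% at 0.12 on the log2 scale relative to that mean. By correlation a label belonging to another group cannot be told apart from the right one. Its correlations with all 8 groups lay between 0.883 and 0.895, highest with NN-TU and 0.0038 lower with its own group. Its Orm3 (5.35) lay near the other UN arrays of 17 weeks (5.36 to 5.55) and above NN-TU (4.14 at most). Its Hsd3b5 (2.83) lay below NN-TU (5.82 at least). Both go against NN-TU but not against UN-Veh (5.35 to 6.28 and 3.23 to 4.11). Its Cyp7a1 (6.57) goes the other way. It lay below the other UN arrays of 17 weeks (9.54 to 9.97) and inside NN-TU (5.08 to 6.95) and UN-TU (5.54 to 6.93), although bright probe sets were low throughout this array. These genes were picked after their levels were seen and exclude nothing. RNA of pancreas or adipose tissue is argued against, since after the trend with signal was removed their markers deviated by -0.13 and -0.10, with errors of 0.17 and 0.20, under a bound of 0.5, while RNA of muscle cannot be told apart from other sources at 0.47 with an error of 0.21. A difference in the animal itself stays open and untested.

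In cohort 3, genes higher in UN-Veh than in NN-Veh tended to be lower in UN-TU than in UN-Veh, with a correlation of -0.55 across genes. Both comparisons hold the same 4 UN-Veh animals, and 100 draws without any effect gave correlations of -0.52 to -0.48, near the observed value but all weaker, and covariances of -0.00738 to -0.00656, closer to 0 than the observed -0.0149. Of 100 draws 0 gave as many as the 19 restored genes, and the highest gave 3. The draws vary each gene independently, so that a UN-Veh liver deviating in many related genes at once is not covered. They therefore cannot decide whether chance values of the UN-Veh animals are the source. Between 10 and 15 restored genes remained with separate UN-Veh animals, where no shared animal can move both comparisons. With separate UN-Veh animals in each comparison the correlation lay between -0.28 and -0.20 over 6 assignments, which is consistent with an opposite effect of TUDCA on part of the genes, a hypothesis found and tested on the same arrays. A state particular to the UN-Veh livers on the day of sampling stays open and untested.

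Genes of cholesterol synthesis were higher and Cyp7a1 was lower with TUDCA, which the paper's text does not mention (its supplementary tables were not examined); 13 of 19 list members passed an adjusted p under 0.05 in limma in NN-TU and 4 in UN-TU (as few as 5 and 2 with an array left out), and Cyp7a1 had -3.51 in NN-TU and -2.84 in UN-TU. Scaling of the arrays is argued against, since the lowest median of the list under the rescalings was 0.56, as is a lower share of hepatocytes, since the lower of the hepatocyte marker medians was -0.10. The transcript of Nr0b2, a nuclear receptor through which bile acids repress Cyp7a1, differed by -0.10 in NN-TU (95% interval -0.55 to 0.35) and by 0.12 in UN-TU (95% interval -0.33 to 0.57). Rises above these upper limits are argued against, while smaller rises stay open, and the bound of this test was set after the values were seen. Time of day or feeding state cannot be told apart from TUDCA in UN-TU, where 13 of 18 clock genes had an unadjusted p under 0.05 (2 of 18 in NN-TU), because the hour of sampling is not given for each animal. TUDCA is itself a bile acid, and an effect of it on sterol and bile acid synthesis may be a biological explanation, as a hypothesis that these arrays leave open beside the 13 clock genes.

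Single animals stood apart from the other 3 of their group in 4 levels: Rgs16 in NN-Veh replicate 15 (5.71 on the log2 scale), Cidea in UN-Veh replicate 26 (7.17), Themis in UN-TU replicate 27 (3.20) and Cyp17a1 in NN-TU replicate 19 (10.6). Besides replicate 14, the median correlation with the other arrays stood apart in NN-Veh replicate 16 (0.983) and UN-TU replicate 30 (0.982), as did the SD over probe sets in UN-Veh replicate 26 (1.97). These were 8 of 66 groups examined, and chance gives about 1 in 20.

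The change with TUDCA differed between UN and NN in each of the 9 genes of interest when adjusted over these 9, by -3.25 for Rgs16, -2.64 for Cidea, -2.04 for Cidec, -1.78 for Orm3, -0.96 for Ly6d, -0.82 for Themis, -0.82 for Sprr1a, -0.71 for Ifi27l2b and 2.51 for Cyp17a1 (UN minus NN, log2). The change from 9 to 17 weeks differed between UN and NN by 1.89 for Cidec, 1.64 for Cidea, 1.13 for Orm3, 1.07 for Ly6d and 0.82 for Ifi27l2b (2.16, 1.55, 1.16, 1.14 and 0.85 without UN replicate 14, when 1.19 for Themis passed too). Over all genes none of these differences passed an adjusted p under 0.05, the smallest being 0.0509 for Orm3 with TUDCA, and the study chose the 9 genes on these arrays.

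Signals outside the genes that the paper's text discusses were Sult1e1 in UN-Veh against NN-Veh (-1.94) and Hsd3b5 from 9 to 17 weeks in UN (-6.08, to a dim signal at 17 weeks). Another was Adgrf1 from 9 to 17 weeks in NN (-2.97, adjusted p = 0.00369 from limma, and 0.0526 and 0.0522 without NN replicate 1 or 2 of 9 weeks).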

How the results depend on the processing

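Among the results in this part, the setting of all probe sets with Tukey biweight averages and the setting without UN replicates 13 and 14 of 17 weeks were chosen after seeing the data. Of 117 counts at the study's thresholds under settings other than leaving out an array, 77 stayed within 1.5 times the count reported, and of 117 counts at an adjusted p under 0.05, 66 did. Of 1790 values of single named genes 1646 kept direction and side of the threshold, 120 lost the threshold, 8 passed it and 16 reversed direction, and with an array left out 1091 of 1205 kept both, 91 lost it, 9 passed it and 14 reversed. No other result reversed. For every value given here the cause was not tested.

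With the methods' ANOVA the study's thresholds gave 2 for UN against NN at 9 weeks, 28 at 17 weeks, 111 for UN from 9 to 17 weeks and 12 for UN from 17 to 22 weeks, with 7 genes in both analyses. Its counts at an adjusted p under 0.05 were 15 for UN-Veh against NN-Veh, 1 for NN-TU against NN-Veh, 0 for UN-TU against UN-Veh, 0 for UN-TU against NN-Veh, 0 for UN and 1 for NN from 9 to 17 weeks. Tukey biweight averages gave 34 at 17 weeks, 95 for UN from 9 to 17 weeks, 9 for UN from 17 to 22 weeks, 8 genes in both analyses, the same adjusted counts as the ANOVA, whose p it shares, and a correlation of the UN effect in cohorts 2 and 3 of 0.227. All probe sets with these averages gave 40 at 9 weeks, 162 at 17 weeks, 73 for UN-Veh, 124 for NN-TU, 63 for UN-TU against NN-Veh, 209 for UN and 111 for NN from 9 to 17 weeks, 8 genes in both analyses and a correlation of the TUDCA effects of 0.0555, with adjusted counts of 12 for UN-Veh and 0 for NN-TU, UN-TU, UN-TU against NN-Veh, and UN and NN from 9 to 17 weeks.

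With all 30 arrays in 1 fit the study's thresholds gave 179 at 17 weeks and 213 for the difference of the change from 9 to 17 weeks. The adjusted counts were 1 at 17 weeks, 4 for UN-Veh, 11 for NN-TU, 7 for UN-TU, 10 for UN-TU against NN-Veh, 1 for the difference of the TUDCA effect, 388 for UN and 26 for NN from 9 to 17 weeks and 1 for UN from 17 to 22 weeks. The compared groups alone gave 204 for UN from 9 to 17 weeks and 43 for UN from 17 to 22 weeks, and adjusted counts of 316 for UN-Veh, 187 for NN-TU, 25 for UN-TU, 11 for UN and 41 for NN from 9 to 17 weeks. The variance trend gave an adjusted count of 2 for the difference of the TUDCA effect, and the common median gave 9. Array weights gave 7 at 9 weeks, 31 at 17 weeks, 194 for UN from 9 to 17 weeks and 12 for UN from 17 to 22 weeks. Their adjusted counts were 18 at 17 weeks, 289 for UN-Veh, 108 for UN-TU against NN-Veh, 2 for the difference of the TUDCA effect, 631 for UN and 134 for NN from 9 to 17 weeks, with a correlation of the UN effect of 0.339.

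The brighter probe sets, which are fewer, gave 1 at 9 weeks and 66 for UN from 17 to 22 weeks, adjusted counts of 190 for UN-Veh, 191 for UN-TU and 2 for the difference of the TUDCA effect, and correlations of 0.223 (UN effect) and 0.178 (TUDCA effects). All probe sets of the table gave 57 at 9 weeks, 318 at 17 weeks, 66 for UN-Veh, 144 for NN-TU, 82 for UN-TU, 68 for UN-TU against NN-Veh, 312 for the difference of the TUDCA effect, 778 for UN and 127 for NN from 9 to 17 weeks, 381 for their difference and 516 for UN from 17 to 22 weeks. Their adjusted counts were 15 for UN-Veh, 40 for UN-TU and 33 for UN-TU against NN-Veh, with correlations of 0.0862 and 0.0669. Quantile normalization gave 163 for UN from 17 to 22 weeks, adjusted counts of 7 there, 129 for UN and 18 for NN from 9 to 17 weeks, and a correlation of the UN effect of 0.196. Without UN replicates 13 and 14 there were 35 at 17 weeks (1 adjusted), 204 for UN from 9 to 17 weeks (498 adjusted), 50 for the difference of the change, 16 for UN from 17 to 22 weeks and a correlation of the UN effect of 0.329. With separate UN-Veh animals the restored genes were 10 and 12 in the assignments with the fewest, with 8 and 9 of these in both analyses, and with an adjusted p under 0.05 in each comparison 5 genes were in both analyses.

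Cidea in UN-Veh kept an adjusted p under 0.05 in 10 of 11 settings (2.53e-05 to 0.0737), the exception being all probe sets with Tukey biweight averages (3.52). Cidec in UN-Veh kept it in 5 of 11 (5.37e-04 to 0.118) and lost it at 2.51 with the ANOVA, all 30 arrays, the variance trend and all probe sets, and at 2.48 with either use of Tukey biweight averages. In UN-TU Cidea kept it in 4 of 11 (0.00969 to 0.408) and lost it at -2.36 with the ANOVA, all 30 arrays, the compared groups alone, the variance trend and all probe sets, and at -2.54 with either use of Tukey biweight averages. Cidec in UN-TU kept it in 3 of 11 (0.0257 to 0.429) and lost it at -2.24 in the same settings, at -1.996 with Tukey biweight averages and at -2.22 with quantile normalization. From 9 to 17 weeks in UN, Cidec kept it in 8 of 12 (1.26e-05 to 0.85) and lost it at 3.20 with the ANOVA and the compared groups alone and at 3.13 with Tukey biweight averages. Cidea passed in 4 of 12 (3.07e-05 to 0.895), at 2.09 with all 30 arrays and the variance trend, 2.46 with array weights and 2.59 without UN replicates 13 and 14. At 17 weeks Cidea passed in 1 of 12, array weights (2.03; 0.0104 to 0.757).

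The reversed directions were all from 9 to 17 weeks, in 5 named genes whose probe set with the highest mean passes no threshold there. In UN they were Esm1 (-0.295; 0.116 with either use of Tukey biweight averages; -0.556 to 0.0474 with an array left out, reversed without replicate 4 or 11), Gstm3 (-0.407; 0.143 with quantile normalization), Rarres1 (-0.257; 0.0897 with either use of Tukey biweight averages, 0.102 with array weights, 0.0280 with quantile normalization, 0.158 without replicates 13 and 14; -0.486 to 0.0752 with an array left out, reversed without replicate 14) and Slc3a1 (-0.413; 0.356 with either use of Tukey biweight averages, 0.159 with array weights, 0.181 without replicates 13 and 14; -0.676 to 0.168 with an array left out, reversed without replicate 14). In NN they were Cyp2c55 (0.00848; -0.0237 with either use of Tukey biweight averages, -0.0175 with quantile normalization; -0.0686 to 0.0965 with an array left out, reversed without replicate 2, 9 or 10; its other probe set passes the study's thresholds, at -2.55), Esm1 (0.0487; -0.0861 to 0.232, reversed without replicate 3, 7 or 9) and Rarres1 (-0.0146; 0.00748 with a common median; -0.886 to 0.527, reversed without replicate 2, 3, 7 or 8).

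With an estimated correlation in camera the adjusted p became 0.757 for male-biased genes at 17 weeks, 0.311 for fatty acid synthesis, PPARG targets and cholesterol synthesis and 0.213 for lipid droplets in UN-Veh, 0.199 for cholesterol synthesis and 0.861 for Kupffer cell markers in NN-TU, and 0.187 for cholesterol synthesis and lipid droplets, 0.253 for PPARG targets and 0.414 for male-biased genes in UN-TU. The values from 9 to 17 weeks became 0.274 for male-biased genes and PPARG targets and 0.513 for xenobiotic metabolism in UN, and 0.626 for xenobiotic metabolism and 0.377 for PPARG targets in NN. In fry, which does not compare a list with other genes, the adjusted p was 0.762 for male-biased genes at 17 weeks, 0.091 for fatty acid synthesis, 0.0673 for PPARG targets and 0.161 for cholesterol synthesis in UN-Veh, 0.137 for Kupffer cell markers in NN-TU, and 0.0746 for PPARG targets and 0.299 for male-biased genes in UN-TU. The values from 9 to 17 weeks were 0.109 for male-biased genes and 0.156 for xenobiotic metabolism and PPARG targets in UN, and 0.642 for both of the latter in NN.

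With each array left out in turn, the count at the study's thresholds lay between 4 and 17 at 9 weeks, 31 and 299 at 17 weeks, 35 and 52 for UN-Veh, 38 and 66 for NN-TU, 26 and 58 for UN-TU, 23 and 40 for UN-TU against NN-Veh, 56 and 104 for the difference of the TUDCA effect, 183 and 773 for UN and 58 and 85 for NN from 9 to 17 weeks, 57 and 320 for their difference, and 24 and 524 for UN from 17 to 22 weeks. The adjusted counts lay between 0 and 0 at 9 weeks, at 17 weeks and for the difference of the change from 9 to 17 weeks, 20 and 73 for UN-Veh, 129 and 713 for NN-TU, 34 and 125 for UN-TU, 26 and 73 for UN-TU against NN-Veh, 0 and 104 for the difference of the TUDCA effect, 13 and 261 for UN and 3 and 5 for NN from 9 to 17 weeks (arrays of the compared groups; 50 in NN, 21 of them higher, without UN replicate 14 in the fit), and 0 and 2184 for UN from 17 to 22 weeks. The highest counts that involve UN at 17 weeks came without UN replicate 11, apart from the adjusted 261 without replicate 14. Restored genes lay between 12 and 23, genes in both analyses between 10 and 18, and the correlations between 0.0936 and 0.257 (UN effect) and 0.0886 and 0.169 (TUDCA effects). Cidea lay between 1.46 and 2.095 at 17 weeks, 3.17 and 3.50 in UN-Veh, -2.76 and -1.91 in UN-TU, 1.88 and 2.52 from 9 to 17 weeks and 1.38 and 2.01 from 17 to 22 weeks in UN. Cidec lay between 1.09 and 1.78, 2.26 and 2.74, -2.64 and -1.64, 2.86 and 3.48, and 0.38 and 1.00. The camera adjusted p passed 0.05 for 1 of 17 lists described, male-biased genes in UN-TU (1.72e-05 to 0.0645).

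Other background corrections and the array strip as a block were not run, because the table holds neither raw signals nor strips, and a pseudocount did not apply to logarithms. No paired analysis was possible because the labels number the animals 1 to 30 and none is shared. The number of arrays, and signal over background in dim probe sets, limit what these comparisons can show.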

Differences from the paper's values

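For UN against NN at 9 weeks, 4 probe sets passed the study's thresholds, against the paper's value of 8 genes. Of the alternatives set before the data were examined, array weights (7) came within 1.5 times the paper's value, and the methods' ANOVA (2), Tukey biweight averages (5), all 30 arrays in 1 fit (5), the compared groups alone (4), the variance trend (3), the brighter probe sets (1), all probe sets of the table (57), quantile normalization (4) and a common median (4) did not. With an array left out the count lay between 4 and 17, within that range in 3 of 6 cases.

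From 9 to 17 weeks in UN, 332 probe sets passed the study's thresholds, against the paper's value of 133 genes. Within 1.5 times the paper's value were the methods' ANOVA (111), Tukey biweight averages (95), array weights (194) and, of 7 cases with an array left out, the 1 without UN replicate 14 of 17 weeks (183). Not within it were all 30 arrays in 1 fit (387), the compared groups alone (204), the variance trend (327), the brighter probe sets (307), all probe sets of the table (778), quantile normalization (267) and a common median (340).

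The number of probe sets in both the cross-sectional and the longitudinal analysis was 14, against the paper's value of 9 genes. The methods' ANOVA (7), Tukey biweight averages (8), the compared groups alone (13), array weights (13), the brighter probe sets (12), all probe sets of the table (13), quantile normalization (13) and the separate UN-Veh animals (8 to 12) came within 1.5 times the paper's value, as did 12 of 19 cases with an array left out. All 30 arrays in 1 fit, the variance trend and a common median (14 each) did not. Requiring that NN from 9 to 17 weeks is not past the thresholds left 10.

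None of the 45 linear fold changes of Table 1 differed beyond the replicate SD. The Tukey biweight averages, set before the data were examined, gave each of the 45 to within 0.01. In Ifi27l2b the paper counts a change in UN-Veh against NN-Veh at its thresholds; its linear fold change was 1.90 from plain means and past 2 (log2 1.06) from Tukey biweight averages, 1.08 on the log2 scale without UN-Veh replicate 23 and 1.19 without NN-Veh replicate 18. From 9 to 17 weeks in NN, Themis, Ifi27l2b and Cyp17a1 were past the thresholds with the p of limma and of the methods' ANOVA, and Cidec with that of limma but not of the ANOVA (0.0709, which rounds to the paper's value in Table 1).

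The other counts came within 1.5 times the paper's values with the p of limma and plain means, mostly below them: 67 against the paper's 82 for UN against NN at 17 weeks, 41 against 53 for UN-Veh, 46 against 69 for NN-TU, 45 against 40 for UN-TU and 19 against 15 restored genes. Not all held under the alternatives: at 17 weeks the methods' ANOVA gave 28, Tukey biweight averages 34, array weights 31, all 30 arrays in 1 fit 179 and all probe sets of the table 318, and leaving out an array gave 31 to 299. In NN-TU the ANOVA gave 33, Tukey biweight averages 45, further alternatives 41 to 45 and all probe sets of the table 144, and leaving out an array gave as few as 38. In UN-TU all probe sets gave 82 and leaving out replicate 27 gave 26, in UN-Veh leaving out NN-Veh replicate 15 gave 35, and the restored genes were 23 with all probe sets and without UN-Veh replicate 23 or UN-TU replicate 30. Of the 41, 26 were higher, against about 38 in Fig. 3A, read by eye, and the 15 that were lower match the number printed there.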

Other observations

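Each count was set against other splits of the same arrays into groups of the same sizes. In UN-Veh against NN-Veh 41 probe sets passed the study's thresholds (highest other split 15) and 106 an adjusted p under 0.05 (highest other 1). Only the real split of 35 gave as many, which argues against a chance division of the arrays without excluding it. A share of 1 in 35 is the smallest possible, the counts were not corrected for their number, and the litter of each animal is not given. The same holds, with 1 of 35 splits each, for NN-TU against NN-Veh (46 against 31, and 342 against 3), UN-TU against UN-Veh (45 against 18, and 103 against 1), UN-TU against NN-Veh (29 against 20, and 66 against 1), NN from 9 to 17 weeks (68 against 42, and 4 against 0) and the adjusted count of UN from 9 to 17 weeks (31 against 25). Chance cannot be excluded for UN against NN at 17 weeks (67, highest other 73, 4 of 35 splits), for the difference of the TUDCA effect (67, highest other 85, 5 of 100 splits), for UN from 17 to 22 weeks (100, highest other 120, 5 of 35 splits), for UN from 9 to 17 weeks at the study's thresholds (332, highest other 725, 6 of 35 splits) and for the difference of the change from 9 to 17 weeks (81, highest other 778, 41 of 100 splits). In the last comparison the splits with several times the real count point to a structure of the samples, and from 9 to 17 weeks in UN the highest other split had about 2 times the real count; what the structure is was not tested. For UN against NN at 9 weeks the 10 splits are too few for a share under 0.05 (real count 4, highest other 18, 9 of 10 splits).

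Against NN-Veh, UN-TU had 18 probe sets higher and 11 lower at the study's thresholds, and 38 higher and 28 lower at an adjusted p under 0.05 in limma (0 in the methods' ANOVA, 10 with all 30 arrays in 1 fit). The 66 became 26 and 43 without NN-Veh replicate 15 or 16 and 34 without UN-TU replicate 30. Of the 19 genes of cholesterol synthesis and uptake 16 were higher (18 when adjusted over the list alone), among them Sqle by 2.61, Cyp51 by 1.71 and Mvk by 0.93. This list had a median of 1.09 and an adjusted p = 1.55e-46 in camera, and with all arrays kept it was the only list and comparison to hold with an estimated correlation (adjusted p = 0.0264). That p was adjusted over the lists of this comparison alone, and not over all comparisons. UN-TU and NN-Veh differ in maternal nutrition and in TUDCA, which this comparison does not separate. Without UN replicate 14 of 17 weeks, 2 more lists held from 9 to 17 weeks in UN, male-biased genes and cell division (0.0317 each). The 16 became 9 without NN-Veh replicate 15 and 10 without UN-TU replicate 30.

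Over the 28 lists with more than 1 measured member, camera at the preset correlation passed an adjusted p under 0.05 for 14 in UN-Veh against NN-Veh (9 up, 5 down), 3 in NN-TU (1 up, 2 down), 9 in UN-TU (3 up, 6 down), 18 from 9 to 17 weeks in UN (8 up, 10 down) and 14 in NN (8 up, 6 down). For UN against NN at 17 weeks 4 lists passed up and 11 down. With all arrays kept, none of these held with an estimated correlation. The lists named here were chosen after their values were seen. Cholesterol synthesis and uptake had a median of 0.45 in UN-Veh against NN-Veh, with 18 of 19 genes higher, none past an adjusted p under 0.05 in limma, 10 at an unadjusted p under 0.05 and 10 when adjusted over the list alone (0 without replicate 15, 16 or 24); its camera adjusted p of 9.63e-10 was 0.311 with an estimated correlation. The 22 markers of Kupffer cells and macrophages had a median of -0.27 in NN-TU, 2 of them lower (Adgre1 and Mpeg1; 4 when adjusted over the list alone, none of the 2 without replicate 15, 18, 21 or 22, 1 without replicate 16; the 4 became 7 without replicate 16 or 17, 10 and 9 without 19 or 20, and 2 without 21 or 22), with a camera adjusted p of 8.52e-05 and 0.861 with an estimated correlation. In UN-TU the 13 PPARG targets had a median of -0.55 (2 lower, both Cide genes; 9 lower and 1 higher when adjusted over the list alone; camera adjusted p = 7.01e-07, and 0.253 with an estimated correlation), and the 2 became 0 without UN-Veh replicate 24 or 25 or UN-TU replicate 27 or 28, 1 without UN-Veh replicate 23 or 26 and 4 without UN-TU replicate 29 or 30. The 17 male-biased genes had a median of 0.17 in UN-TU (1 higher, Slco1a1; 6 higher and 1 lower when adjusted over the list alone; camera adjusted p = 7.42e-04, 0.0645 without UN-Veh replicate 26, and 0.414 with an estimated correlation). The 6 became 2 and 3 without replicate 26 or 27, and the 1 became 2 without replicate 30.

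Of 22 genes of xenobiotic metabolism 4 fell from 9 to 17 weeks in UN (9 lower and 3 higher when adjusted over the list alone, median -0.85). Without replicate 14, 8 were lower and 3 higher over all genes, 9 lower and 5 higher over the list alone, and the median was -0.37. In NN 3 fell (5 lower and 1 higher when adjusted over the list alone, and 3 lower without NN replicate 3, median -0.34). Without UN replicate 14 in the fit 5 were lower in NN, and 10 lower and 1 higher over the list alone. The camera adjusted p was 1.83e-06 in UN and 8.07e-07 in NN, and 0.513 and 0.626 with an estimated correlation. The 13 PPARG targets had a median of 0.81 from 9 to 17 weeks in NN, with none past an adjusted p under 0.05 in limma, 7 at an unadjusted p under 0.05 and 4 when adjusted over the list alone (camera adjusted p = 2.34e-08, and 0.377 with an estimated correlation); these 4 became 0 without NN replicate 1, 2, 3, 8, 9 or 10 and 2 without replicate 7, and 8 without UN replicate 14 in the fit, where 3 passed over all genes.

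Of 31 genes of endoplasmic reticulum stress none passed an adjusted p under 0.05 in limma in UN-Veh against NN-Veh (median -0.18; 1 higher and 10 lower at an unadjusted p under 0.05; 0 in the methods' ANOVA), 1 was lower in NN-TU (median -0.19) and none passed in UN-TU (median 0.05; 2 at an unadjusted p under 0.05). Camera gave an adjusted p of 1.37e-06, 0.0507 and 0.12, and the first was 0.404 with an estimated correlation. Of 27 enzymes of histone lysine methylation and demethylation none passed in the 3 comparisons in limma (median -0.04, 0.02 and 0.10; 4, 0 and 7 at an unadjusted p under 0.05; 0 in the methods' ANOVA). In UN-TU 23 of the 27 were higher, with a camera adjusted p of 3.14e-04 and 0.286 with an estimated correlation.

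Across genes the difference between UN and NN at 17 weeks and at 22 weeks, in animals that share no group, had a correlation of 0.15 (Pearson) and 0.08 (Spearman), and 0.26 and 0.18 without UN replicate 14. Genes are not independent replicates, so no p is given.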
